# The Heterotrimeric Laminin Coiled-Coil Domain Exerts Anti-Adhesive Effects and Induces a Pro-Invasive Phenotype

**DOI:** 10.1371/journal.pone.0039097

**Published:** 2012-06-19

**Authors:** Patricia Santos-Valle, Irene Guijarro-Muñoz, Ángel M. Cuesta, Vanesa Alonso-Camino, Maider Villate, Ana Álvarez-Cienfuegos, Francisco J. Blanco, Laura Sanz, Luis Álvarez-Vallina

## Abstract

Laminins are large heterotrimeric cross-shaped extracellular matrix glycoproteins with terminal globular domains and a coiled-coil region through which the three chains are assembled and covalently linked. Laminins are key components of basement membranes, and they serve as attachment sites for cell adhesion, migration and proliferation. In this work, we produced a recombinant fragment comprising the entire laminin coiled-coil of the α1-, β1-, and γ1-chains that assemble into a stable heterotrimeric coiled-coil structure independently of the rest of the molecule. This domain was biologically active and not only failed to serve as a substrate for cell attachment, spreading and focal adhesion formation but also inhibited cell adhesion to laminin when added to cells in a soluble form at the time of seeding. Furthermore, gene array expression profiling in cells cultured in the presence of the laminin coiled-coil domain revealed up-regulation of genes involved in cell motility and invasion. These findings were confirmed by real-time quantitative PCR and zymography assays. In conclusion, this study shows for the first time that the laminin coiled-coil domain displays anti-adhesive functions and has potential implications for cell migration during matrix remodeling.

## Introduction

Laminins are a family of extracellular matrix (ECM) glycoproteins localized in the basement membrane that, in addition to having structural roles have been shown to regulate many cellular processes, such as cell migration, differentiation, and proliferation. Laminins are heterotrimeric molecules consisting of variable associations of each one α, β, and γchains assembled in a coiled-coil structure [1]. The α1, α2, α3B, and α5 laminins possess three short arms with globular LN domains at the N termini of each of the three subunits. In contrast, α4 laminins possess only two short arms because of truncation of the α-subunit short arm. All α-chain laminins contain 5 globular LG domains at their C-termini [2].

Laminins have multiple binding partners. However, most of the binding sites map to regions distinct from the coiled-coil domain. The current interpretation is that cell-binding sites are located on adjacent LN or LG globular domains, which, for correct folding, require the presence of the adjacent helical rod [3]. To date, structure-function relationships have come largely from studies with proteolytic fragments, recombinant globular domains and synthetic overlapping peptides covering the entire sequence of individual laminin subunits [4]. However, it is evident that with these approaches identification of new functional regions in highly structured areas is not possible.

Using an indirect phage display-assisted mapping strategy to preserve protein structure, we have reported previously that the coiled-coil domain of laminin-1 (LM111, α1β1γ1-subunit composition) contains a cell-binding site [5]. According to our data, the adhesion motif is formed by residues contributed by both α1 and γ1-chains, and is located in the middle part of the coiled-coil domain. To our knowledge, besides this interaction and the binding of agrin [6] no other interactions between the laminin coiled-coil domain and other proteins have been described.

Therefore, a detailed characterization should be of particular importance to assign precise functions to laminin coiled-coil domain, beyond oligomerization. To facilitate these studies, we have produced a recombinant fragment corresponding to the laminin coiled-coil by transfecting 293 cells with cDNAs coding for truncated α1-, β1-, and γ1-chains and studied its properties with respect to cell adhesion, motility and gene expression.

## Materials and Methods

### Antibodies and Reactives

The monoclonal antibodies (mAbs) used included 9E10 (Abcam, Cambridge, UK) specific for c-myc tag, BMG-His-1 (Roche Applied Science, Germany) specific for His tag, 12CA5 (Abcam) specific for HA tag, M2 (Sigma-Aldrich, St Louis, MO, USA) specific for FLAG tag, and biotin-conjugated 4D11 (Millipore Corporation, Billerica, MA, USA) specific for His tag. The polyclonal antibodies used included a rabbit anti-laminin (Sigma-Aldrich), a rabbit anti-fd-bacteriophage (Sigma-Aldrich), an HRP-conjugated donkey anti-rabbit IgG (GE Healthcare, Uppsala, Sweden), an HRP-conjugated goat anti-mouse IgG (Sigma-Aldrich), an IRDye800-conjugated donkey anti-mouse IgG (Rockland Immunochemicals Inc., Gilbertsville, PA, USA), a PE-conjugated goat anti-mouse IgG (Jackson ImmunoResearch Europe, Suffolk, UK), FITC-conjugated goat anti-mouse IgG (Sigma-Aldrich), and a FITC-conjugated goat anti-rabbit IgG (Jackson ImmunoResearch Europe). Laminin extracted from the Engelbreth-Holm-Swarm (EHS) mouse tumor was from Becton Dickinson Labware (Bedford, MA, USA), human plasma fibronectin, HRP-conjugated Protein A, and HRP-conjugated streptavidin were from Sigma-Aldrich.

### Cells and Culture Conditions

HT1080 cells (human fibrosarcoma; CCL-121), and HEK-293 cells (human embryo kidney epitheli

 CRL-1573) were obtained form the American Type Culture Collection (Rockville, MD, USA) and were cultured in DMEM supplemented with heat-inactivated 10% (vol/vol) fetal calf serum (FCS), 2 mM L-glutamine, and penicillin/streptomycin (all from Invitrogen Life Technologies, Carlsbad, CA, USA). FreeStyle 293-F cells were cultured in FreeStyle™ 293 expression medium (Invitrogen Life Technologies) in humidified 8% CO_2_ atmosphere at 37°C.

### Construction of Vectors

The mouse truncated laminin α1-chain (from amino acid 1409 to 2145, accession number ENSMUSP00000043957 in the Ensembl data base) was amplified in 15 cycles by PCR using the Ecotaq-plus DNA polymerase High Fidelity, according to the manufacturer’s instruction (Ecogen, Barcelona, Spain), with the primers 1 and 2 (Table S1) using 0.1 ng of plasmid pCIS mouse laminin α1 (a kind gift from Dr. Peter Yurchenco, Robert Wood Johnson Medical School, Department of Pathology, Piscataway, NJ, USA), and ligated into the pCR2.1-TOPO vector using the TOPO TA Cloning Kit (Invitrogen Life Technologies) and called pCR2.1-tα1. The sequence was verified using primers 3, 4, 5 and 6 (Table S1). A 2207 bp HindIII/NotI fragment derived from the plasmid pCR2.1-tα1 was introduced into the HindIII/NotI site of pSECTAG2B (Invitrogen Life Technologies) resulting in pSECTAG2B.tα1 vector. An oligo pair (primers 7 and 8) containing the FLAG-tag sequence (DYKDDDDK) was ligated into the NotI/XbaI site of pcDNA3.1/Hygro (+) (Invitrogen Life Technologies), resulting in pcDNA3.1/Hygro.FLAG. A 3208 bp BglII/NotI fragment derived from the plasmid pSECTAG2B.tα1was cloned in pcDNA3.1/Hygro-FLAG to obtain the plasmid pcDNA3.1/Hygro.tα1.FLAG.

The mouse truncated laminin β1-chain (from amino acid 1075 to 1834), accession number ENSMUSP00000002979 in the Ensembl data base), was amplified in 15 cycles by PCR using the Ecotaq-plus DNA polymerase High Fidelity, with the primers 9 and 10 (Table S1) using 0.1 ng of plasmid pCIS mouse laminin β1 (Dr. Peter Yurchenco), and ligated into the pCR2.1-TOPO resulting in pCR2.1-tβ1 The sequence was verified using primers 11, 12 and 13. A 2291 bp BamHI/NotI fragment derived from the plasmid pCR2.1-tβ1 was introduced into the BamHI/NotI site of pSECTAG2B resulting in pSECTAG2B.tβ1.

The mouse truncated laminin γ1-chain (from amino acid 928 to 1609), accession number ENSMUSP00000027752 in the Ensembl data base) was synthesized by GENEART AG (BioPark Regensburg, Germany). A 2007 bp DNA fragment containing the HA-Tag sequence (YPYDVPDYA) was introduced into HindIII/NotI site of vector pSECTAG2B to obtain the plasmid pSECTAG2B.tγ1. A 2605 bp NdeI/NotI fragment derived from the plasmid pSECTAG2B.tγ1 was introduced into the NdeI/NotI site of pcDNA3.1/Neo (+) (Invitrogen Life Technologies) to obtain the plasmid pcDNA3.1/Neo.tγ1.

**Figure 1:**
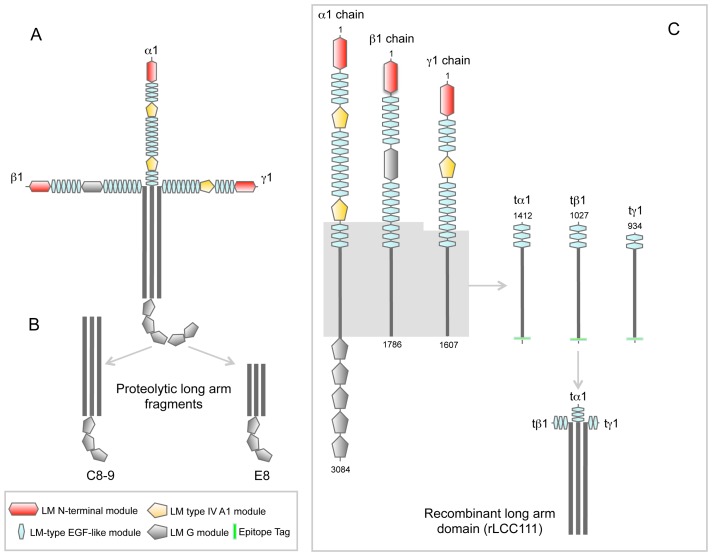
Schematic representation of structure of laminin-111 (A), and proteolytic fragments derived from the long arm (B) by elastase treatment (E8) and by cathepsin G treatment (C8-9). Schematic representation of the domain organization of laminin-111 and the recombinant laminin coiled-coil domain (rLCC111) used in this work (C). Amino acid positions are indicated according to the numbering of [44]–[46].

### Cell Transfections and Purification of Recombinant Proteins

HEK-293 cells were transfected with plasmids pSECTAG2B.tα1, pSECTAG2B.tβ1 or pSECTAG2B.tγ1 using Superfect (QIAGEN GmbH, Hilden, Germany). Supernatants were collected at 48 h and analyzed by ELISA and western blotting using anti-c-myc mAb. For simultaneous expression 293-F cells were transfected with plasmids pcDNA3.1/Hygro.tα1.FLAG, pSECTAG2B.tβ1 and pcDNA3.1/Neo.tγ1 using 293 fectin (Invitrogen Life Technologies) and cultured in Free-Style serum-free medium. Supernatants were collected at 48 h and analyzed by ELISA and western blotting using anti-FLAG, anti-c-myc mAb, or anti-HA mAbs. For purification by immobilized metal affinity chromatography (IMAC), the collected media was loaded onto a HisTrap HP 1 ml column (GE Healthcare), previously equilibrated in 0.5 M NaCl, 5 mM imidazole (pH 7.4) and eluted with 0.5 M NaCl, 200 mM imidazole (pH 7.4) using an ÄKTA Prime plus System (GE Healthcare). The purified rLCC111 dialyzed against PBS, quantified by Coomassie Plus™ Protein assay (Thermo Fisher Scientific Pierce Rockford, IL) and analyzed by SDS-PAGE under reducing conditions using 4–12% gradient polyacrylamide gels (Invitrogen Life Technologies). For western blotting, protein samples were blotted onto nitrocellulose membranes (Invitrogen Life Technologies) and reacted with specific anti-tag mAb, followed by incubation with an IRDye800-conjugated donkey anti-mouse IgG. Visualization and quantitative analysis of protein bands were carried out with the Odyssey® infrared imaging system (LI-COR Biosciences, Lincoln, NE, USA).

### Multi-angle Laser Light Scattering (MALLS)

Static light scattering experiments were performed at room temperature using a 7.8 mm×300 mm WTC-100S5 Size Exclusion Chromatography column (Wyatt, Tech. Corp., with a 50,000–7,500,000 Da separation range) attached in-line to a DAWN-HELEOS light scattering detector (Wyatt). The column was equilibrated with running buffer (PBS+0.03% NaN_3_, 0.1 µm filtered), and the system was calibrated using bovine serum albumin (BSA; Sigma-Aldrich). Samples of 120 µL of rLCC111 (at 0.1 mg/mL) were injected into the column at a flow rate of 0.5 mL/min. Data acquisition and analysis were carried out using ASTRA software (v 5.3.4.19, Wyatt).

**Figure 2:**
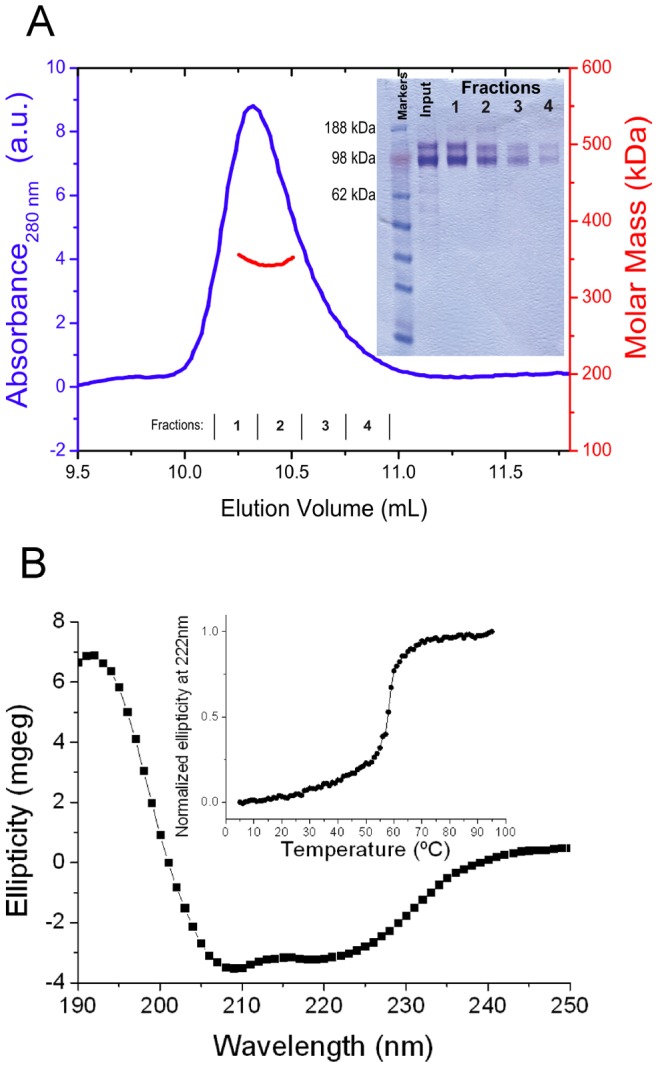
Structural analysis of rLCC111. Gel filtration chromatogram profile, as measured by UV absorbance at 280 nm (blue trace), and molar mass (red trace), as measured by MALLS (only the data at the central part of the peak is shown, and can be read at the right hand axis, in red color) The mass measured at the centre of the peak is 335 kDa (A). The inset shows a coomassie stained SDS-PAGE under reduction conditions of the input and the indicated separately collected fractions. Circular dichroism spectrum recorded at 25°C and thermal denaturation measured by the change in the ellipticity at 222 nm (B).

### Circular Dichroism (CD)

Circular dichroism measurements were performed with a Jasco J-810 spectropolarimeter. The spectrum was recorded on a protein sample at 0.18 mg/mL in PBS using a 0.01 cm path length quartz cuvettes at 25°C. Thermal denaturation was recorded on a protein sample at 0.03 mg/mL in PBS using a 0.2 cm path length quartz cuvette. Protein unfolding was induced by increasing temperature at a rate of 1°C/min (using a programmable Peltier thermoelectric) and measuring the ellipticity at 222 nm.

### Specific ELISA

Maxisorp 96-well plates (Nunc, Roskilde, Denmark) were coated overnight at 4°C with 1 µg/well of anti-c-myc, anti-FLAG or anti-HA mAb. After washing, plates were blocked with 2% PBS-BSA for 1 h at 37°C. Blocking solution were removed and supernatant from single transfected HEK-293 cells or triple transfected 293-F cells was added for 1 hour at room temperature. After washing 100 µl of rabbit anti-laminin antibody was added for 1 hour at RT. After washing HRP-conjugated donkey anti-rabbit IgG was added and incubated for 1 additional hour at RT. After another washing the chromogenic substrate 3, 3′, 5, 5′-tetramethyl benzidine (TMB; Sigma-Aldrich) was added and the absorbance was measured at 450 nm. For direct ELISA plates were coated overnight at 4°C with laminin-111 (1 µg/well) or rLCC111 (1 µg/well). After washing and blocking with 2% PBS-BSA, 100 µl of rabbit antibody (anti-laminin or anti-fd-bacteriophage) or purified scFv antibody (L36 [7] or 2.15 [8]) (0.5 µg/well) were added for 1 hour at room temperature. After washing HRP-conjugated donkey anti-rabbit IgG or HRP-conjugated Protein A was added for 1 hour at RT. For sandwich ELISA plates were coated with 1 µg/well of anti-c-myc, anti-FLAG or anti-HA mAb. After washing and blocking LM111 or rLCC111 was added for 1 hour at RT. After washing biotin-conjugated anti-His mAb was added for 1 hour at RT followed by HRP-conjugated streptavidin.

**Figure 3:**
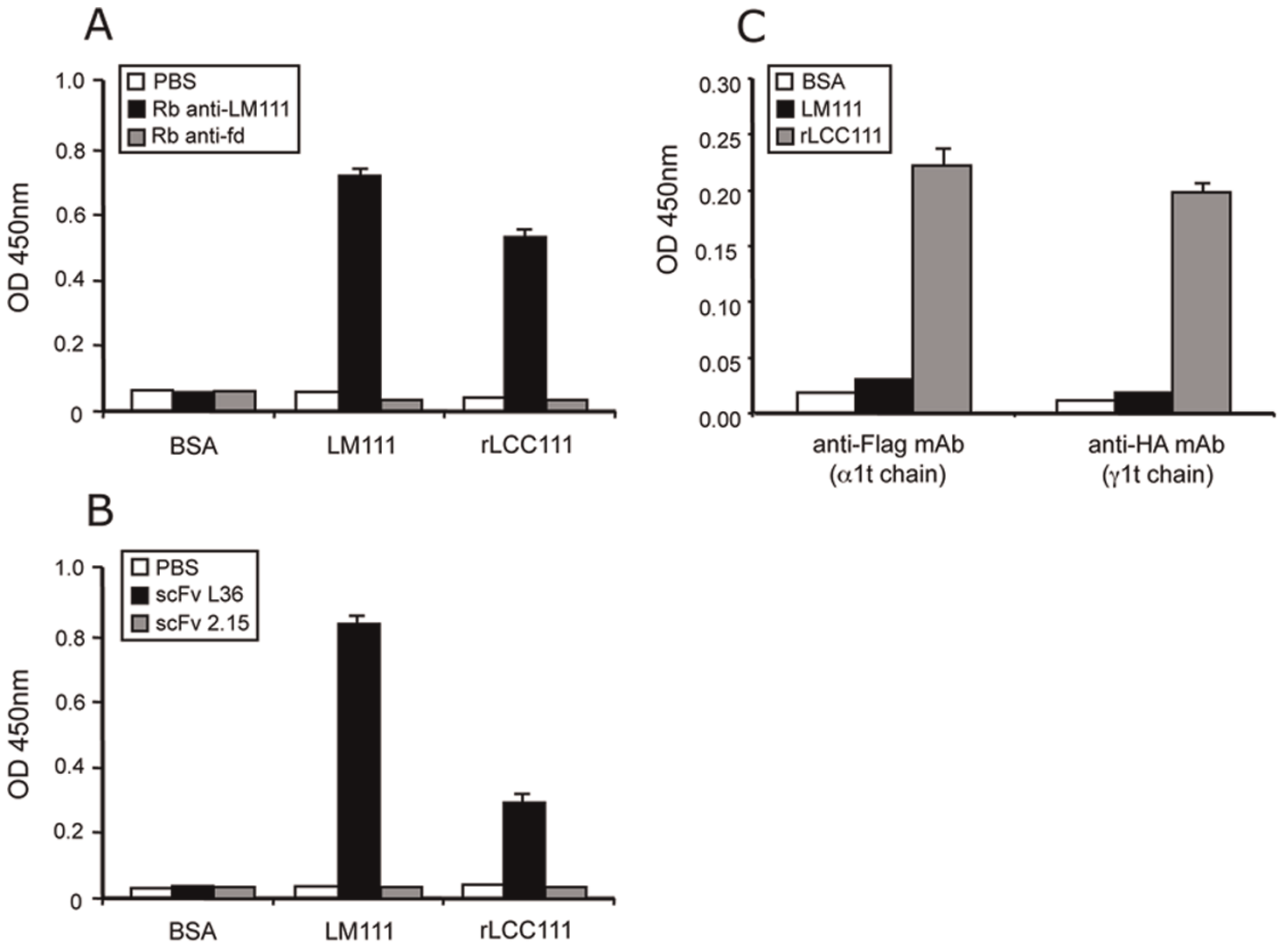
ELISA to assay binding of rabbit anti-laminin antibody (A) and the anti-laminin scFv antibody L36 (B) to plastic coated with LM111 or with rLCC111. As control, we used rabbit anti-fd-bacteriophage antibody (A) and the anti-p32 scFv antibody 2.15 (B). ELISA to demonstrate the presence in the same rLCC111 molecule of two truncated laminin chains, tα1 and tβ1 or tγ1 and tb1 (C).

### Immunofluorescence

The binding of the LM111 or rLCC111 to cell surface receptors in HT1080 cells was studied by immunofluorescence. HT1080 cells in suspension were incubated (30 minutes at 4°C) with LM111 or rLCC1111 (27 µg/ml). After washing cells were treated with a rabbit anti-laminin antibody or an anti-His mAb, and appropriate dilutions of FITC-conjugated goat anti-rabbit IgG or PE-conjugated goat anti-mouse IgG. Samples were analyzed with EPICS XL flow cytometer (Coulter Electronics, Hialeah, FL, USA). Alternatively, HT1080 cells were plated onto a Lab-Tek chamber slide (Nunc) in complete medium and allowed to attach and spread overnight. Then they were washed once with serum-free medium, and incubated (60 minutes at 4°C) with LM111 or rLCC111 (50 µg/ml) in PBS 1% BSA. After washing with PBS cells were fixed with 3% paraformaldehyde in PBS (15 minutes, room temperature) and washed with PBS. Primary antibodies (rabbit anti-laminin antibody or anti-His mAb) were added in PBS 1% BSA and incubated overnight at 4°C. After one wash with PBS and two with PBS 1% BSA, cells were stained by adding FITC-conjugated goat anti-rabbit IgG or FITC-conjugated goat anti-mouse IgG for 30 minutes at 4°C. After extensive rinsing with PBS, nuclei were counterstained with TO-PRO-3 (Invitrogen Life Technologies). Images were acquired using a Leica confocal microscope TCS-SP5 (Leica Microsystems, Mannheim, Germany).

### Cell Adhesion Assay

96-well microtiter plates (Corning Costar; Cambridge, MA, USA) were coated overnight at 4°C with LM111 (1 µg/well), rLCC111 (1 µg/well) or PBS. After washing plates were blocked with 3% BSA-DMEM for 1 hour at 37°C. Monodispersed suspensions of HT1080 cells were obtained using enzyme-free cell dissociation buffer (Sigma-Aldrich). Aliquots of 10^4^ cells were loaded per well in serum-free medium and incubated for 30 minutes in humidified 5% CO_2_ atmosphere at 37°C. After washing 100 µl of substrate CellTiter-Glo (Promega, Madison, WI) were added per well, and the bioluminescence measured using a Tecan Infinite F200 plate-reading luminometer (Tecan Trading AG, Switzerland).

### Cell Rounding Assay

96-well microtiter plates (Corning Costar) were coated overnight at 4°C with laminin-111 (1 µg/well), purified rLCC111 (1 µg/well), or PBS. After washing, wells were blocked with complete medium for 1 hour at 37°C. Monodispersed suspensions of HT1080 cells were obtained using enzyme-free cell dissociation buffer, seeded at 5×10^3^ cells/well and incubated for different periods of time in humidified 5% CO_2_ atmosphere at 37°C. For quantification of cell displaying rounded morphology three random fields were observed with phase-contrast microscopy (magnification×200) and cells were scored as rounded or spread.

### F-actin Staining

HT1080 cells were plated onto Lab-Tek chamber slides coated overnight at 4°C with laminin-111 (1 µg/well), purified rLCC111 (1 µg/well), or PBS. After a 3 hour incubation period in humidified 5% CO_2_ atmosphere at 37°C, cells were fixed with 2% paraformaldehyde, permeabilized with 0.1% Triton X-100, and washed twice with 1% BSA in PBS. The cells were incubated with Alexa Fluor 594 Phalloidin (0.5 µmol/L, Invitrogen Life Technologies) for 20 minutes to detect F-actin, followed by rinsing with 1% BSA in PBS. Images were captured using a Leica confocal microscope TCS-SP5 (Leica Microsystems).

**Figure 4:**
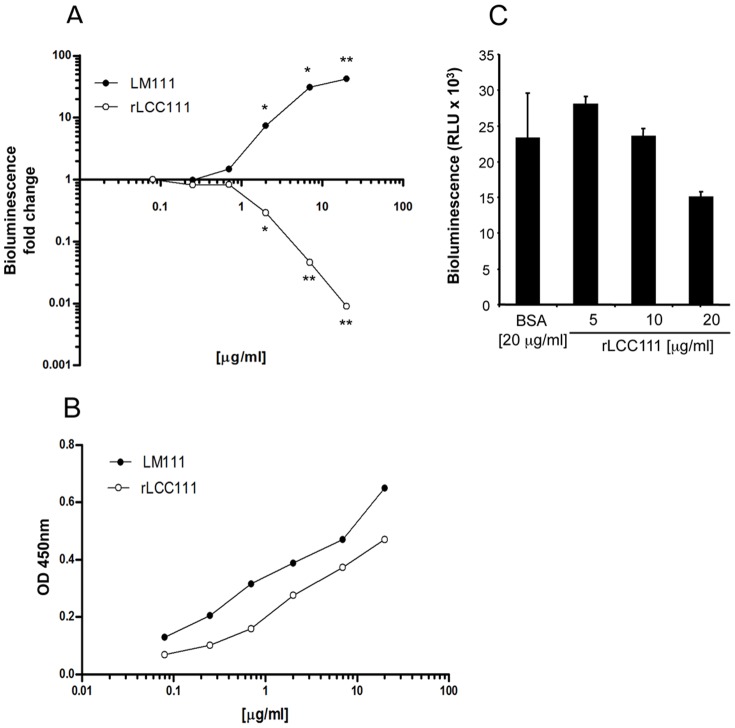
rLCC111 substrates do not support cell attachment. Adhesion of HT0180 cells to plastic-coated LM111 or rLCC111 (ranging from 0.08 to 20 μg/ml), or BSA was measured by bioluminescence. (A). Data are plotted as the log of fold change in adhesion relative to BSA. The coating efficiency of LM111 and rLCC111 was monitored by ELISA using a polyclonal anti-laminin antibody (B). Soluble rLCC111 (5 to 20 mg/ml) inhibits adhesion of HT1080 cells (C) to plastic immobilized intact LM111 (10 mg/ml). Data shown are from a representative experiment out of three independent ones. (*, p<0,05; **, p<0,005).

### Microarray Analysis

HT0180 cells were grown for 24 hours after seeding on 24-well plates coated with BSA, or rLCC111 (1 µg/well), and then total RNA was extracted using a Qiagen RNeasy Micro kit. RNA was quantified by NanoDrop spectrophotometer (Thermo Scientific) and checked for integrity on a Bioanalyzer 2100B (Agilent Technologies, Santa Clara, CA, USA). Double stranded cDNA was synthesized from 250 ng of total RNA using Ambion® WT Expression kit (Applied Biosystems, Carlsbad, CA, USA). After cDNA purification, this DNA was used as template for the *in vitro* transcription. The obtained cRNA was fragmented and hybridized to the GeneChip® Human Gene 1.0ST array (Affymetrix, Santa Clara, CA, USA) for 16 h at 45°C. Hybridized microarrays were washed and stained with a streptavidin-phycoerythrin conjugate in a “GeneChip® Fluidics Station 450”. All these procedures were carried out as suggested by the manufacturer at the Universidad Complutense de Madrid Genomics and Proteomics Core Facility. Hybridized cRNA was finally identified by the fluorescence signal in a “GeneChip® 3000” scanner. The CEL files generated from the scanning were converted to gene expression signals using RMA Algorithm [9] in Affymetrix® Expression Console™. Subsequent analyses were performed with Babelomics gene expression and functional analysis Suite version 4.2 (www.babelomics.org). Limma [10] was used for differential expression analysis. P-values were corrected by calculating the False Discovery Rate (FDR). The microarray data produced in this analysis are deposited in NCBÍs Gene Expression Ómnibus [11] and are accessible through GEO Series accession number GSE32896 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE32896).

### Functional Association Analysis

The list of differentially expressed genes was uploaded into the Database for Annotation, Visualization and Integrated Discovery v6.7 (DAVID; http://david.abcc.ncifcrf.gov/) [12], [13] to determine differentially regulated pathways using the full human genome as reference background. Data were analyzed in the “Functional Annotation Clustering” tool for Panther Molecular Function (MF) and Biological Process (BP) Gene Ontology (GO) terms.

### Real-time Quantitative PCR (qPCR)

cDNA from HUVEC or HT1080 cells was derived 250 ng of total RNA by random primed reverse transcription using SuperScript® VILO cDNA Synthesis Kit (Invitrogen Life Technologies) according to the recommended protocol. Primers for BLID, MMP2, MMP13, IL-24, SSP1, VCAN, WNT5A, GPNMB, MGP, OCR1, and SDHA genes were designed using the LightCycler Probe Design Software 2.0 (Roche Applied Science) and synthesized by Roche Applied Science. Primer pairs were designed for each of these genes to amplify products of 86–95 bp. Real-time PCR was done in a LightCycler 480 apparatus (Roche Applied Science) using the LightCycler 480 SYBR Green I Master kit (Roche Applied Science) under the following cycling conditions: initial denaturation of 3 min during which the well factor was measured, 45 cycles of 10 s at 95°C followed by 7s at 59°C. Fluorescence was measured during the annealing step in each cycle. After amplification, melting curves with 80 steps of 15 s and 0.5°C increase were performed to monitor amplicon identity. The relative expression of each mRNA was calculated by DC_T_ method (where DC_T_ is the value obtained by subtracting the C_T_ value of the internal loading control gene SDHA mRNA from the C_T_ value of the target mRNA). The amount of the target relative to the SDHA mRNA was expressed as 2^–(ΔCT)^. Primers are shown in Table S2.

### Gelatin Zymography

Conditioned media from HT1080 cells cultured in 96-well plates coated with BSA, laminin 111 or rLCC111 in serum-free media were analyzed for gelatine degrading activity by electrophoresis in 10% Pre-Cast polyacrylamide gels copolymerized with 1 mg/mL gelatin according to the manufacturer’s instructions (Invitrogen Life Technologies). Gels were stained with Coomassie brilliant blue and destained. The amounts of proenzyme and active metalloproteinase were analyzed by densitometry scanning of the gel.

**Figure 5:**
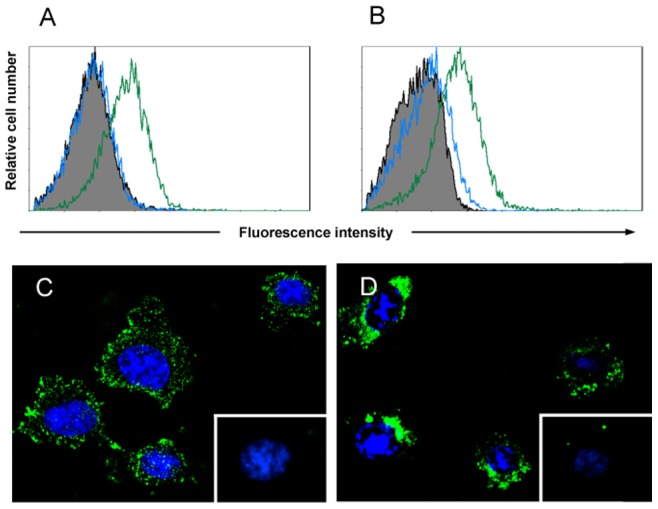
FACS profiles and representative microscopy images of HT1080 cells labeled with LM111 (A, C) or rLC111 (B, D), followed by incubation with rabbit anti-laminin antibody for the detection of LM111 (green line in FACS histogram A, and C) or anti-His mAb for the detection of rLC111 (green line in FACS histogram B, and D). To rule out the binding of anti-laminin antibody to endogenous laminin, HT1080 cells were incubated with the anti-laminin antibody in the absence of added LM111 (blue line in FACS histogram A, and inset C). A similar control was performed with the anti-His mAb in the absence of added rLC111 (blue line in FACS histogram B, and inset D).

## Results

### Design and Expression of Truncated Laminin α1-, β1-, and γ1-chains

Most proteolytic or recombinant laminin fragments generated to date correspond to N-or C-terminal portions of the molecule, and only two of these fragments (E8, C8-9) contain partial coiled-coil segments [14], [15], in both cases associated with three globular LG modules (Fig. 1). To precisely study the biological role of the laminin coiled-coil (LCC) we constructed recombinant cDNA fragments encoding the entire LCC of the α1-, β1-, and γ1*-*chains. Since the natural short variants of the laminin α-chain (α3A and α4) contain some laminin EGF-like (LE) modules in the N-terminal part, we decided to include three LE modules in the truncated α1 and β1 constructs, and two in the truncated γ1 construct (Fig. 1).

To study the fate of individual truncated laminin chains in the absence of their normal partners, we selected a transfectable cell line with low endogenous laminin chain expression. It has been previously shown that conditioned medium from wild-type HEK-293 cells did not react in western blots with a polyclonal anti-laminin antibody [16], [17]. The transfected truncated laminin α1 chain (tα1) could be secreted when expressed alone, but secretion of the myc-tagged truncated laminin β1- and γ1-chains (tβ1 and tγ1) chains was lower (Fig. S1A). Similar results were obtained by ELISA; in which anti-myc mAb was coated onto plates and bound secreted c-myc-tagged recombinant truncated laminin chains were detected with a polyclonal anti-laminin antibody (Fig. S1B).

By contrast 293-F cells transfected simultaneously with a Flag-tagged tα1 chain expression plasmid, a c-myc-tagged tβ1 chain expression plasmid, and a HA-tagged tγ1 chain expression plasmid secreted higher amounts of all three chains to the medium (Fig. S1C). Under reducing conditions, a broad band at around 110 kDa was detected with anti-myc mAb, whereas two major bands were detected with anti-Flag (135 and 125 kDa), and anti-HA (110 and 80 kDa) mAbs. The predicted molecular masses for tα1, tβ1, and tγ1 chains are 84, 88, and 81 kDa, respectively. Laminins are heavily glycosylated, which may account for the higher MW observed in SDS-PAGE. ELISA further confirmed the presence of secreted truncated laminin chains with anti-Flag, anti-c-myc or anti-HA mAbs (Fig. S1D).

**Figure 6:**
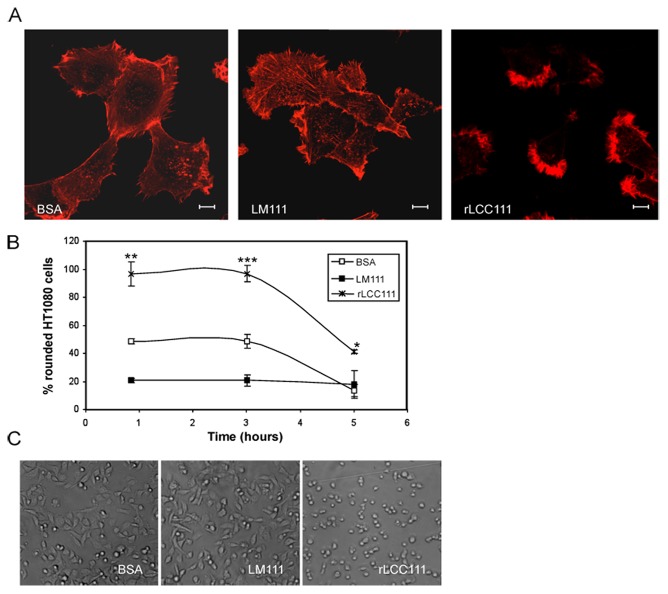
Morphology of HT1080 cells cultured on tissue culture plates coated with BSA, intact LM111 or rLCC111 (10 mg/ml). Cells were allowed to attach for 6 hours, followed by fixation and staining with Alexa Fluor 594 phalloidin (A). Scale bar is 10 µm. Spread and non-spread cells were counted and percentages of non-spread cells are indicated (B). Spread cells were defined as large cells with extensive visible lamellipodia, whereas non-spread cells were defined as round cells with little or no membrane protrusions. Spread and non-spread cells were counted in four high-power fields and represented as mean±SD for each condition and time point. The data were evaluated by *t* test and were considered to be statistically significant when *p*≤0.05. (*, *p*<0.05; **, *p*<0.005, ***, *p*<0.005). Representative phase-contrast images are shown from one of three independent experiments (C).

### Purification and Characterization of the Recombinant Laminin Coiled-coil Domain

Recombinant LCC domain (rLCC111) was purified from conditioned medium of triple-transfected 293-F cells by IMAC, and eluted as a single homogeneous peak. On SDS-PAGE under reducing conditions, the protein migrated as two major bands of 139 and 107 kDa, which reacted on western blots with anti-FLAG, anti c-myc and anti-HA mAbs (Fig. S2). This result indicates that the truncated chains assemble into a multimeric structure.

The trimeric nature of the assembly was confirmed by MALLS measurements. As seen in Figure 2A, the protein eluted from the column as a single symmetric peak with a mass of 335 kDa calculated from the light scattering measurements. However, the elution volume is smaller than expected for a molecule of this size. If this elution volume is used to calculate the molar mass based on the calibration of the column with a set of molecular weight markers, then an apparent mass of 700 kDa is obtained (data not shown). The reason for this discrepancy is the different effect of the molecular shape on the light scattering and on the elution volume. While elongated or disordered proteins elute from size exclusion columns at smaller volumes than globular proteins of the same mass (thus yielding apparent masses larger than real ones) the light scattering data analysis is independent on the molecular shape if monitored at multiple angles (as in MALLS). Because the CD data demonstrates that rLCC is not disordered (see below), the small elution volume indicates that the protein has an elongated shape, which is consistent with the structure of this fragment in the native laminin trimer.

Still the measured mass is larger than the theoretical mass of a non-glycosylated trimer, which is 253 kDa. Since laminin is heavily glycosylated and the majority of the potential glycosyilation sites are in the LCC domain [14], this mass excess is likely due to the sugar moiety of the molecule. This is consistent with the molar masses observed in the SDS-PAGE, which are larger than calculated for the individual chains (Fig. 2A). Therefore, the light scattering measurements and the Western blots are consistent with the presence of an α1β1γ1 heterotrimer.

The structure of the heterotrimer, investigated by circular dichroism, shows the spectrum has two minima at around 209 and 218 nm and a maximum at 192, very close to the spectral extrema typical of helical structures. The protein is globally folded into a stable three dimensional structure as seen by the cooperativity in the thermal denaturation followed by the decrease in the ellipticity at 222 nm, with a mid-point temperature of 58°C (Fig. 2B). These results indicate that the truncated laminin chains assemble into a stable heterotrimeric coiled-coil structure.

To further characterize the purified heterotrimer we performed additional ELISA experiments. Plastic coated with rLCC111 was efficiently recognized by a polyclonal anti-laminin antibody and by the scFv antibody L36, that recognizes a conformational epitope located in the middle part of the LCC [5]. As expected, control polyclonal and scFv antibodies did not recognize immobilized rLCC111 (Fig. 3). The presence of least two truncated laminin chains on the same rLCC111 molecule was further assessed by sandwich ELISA. Purified rLCC111 was added to wells pre-coated with anti-Flag (tα1 chain) or anti-HA (tγ1 chain) mAbs and, after washing, bound rLCC111 was detected by a conjugated anti-His (tβ1 chain) mAb (Fig. 3C).

**Figure 7:**
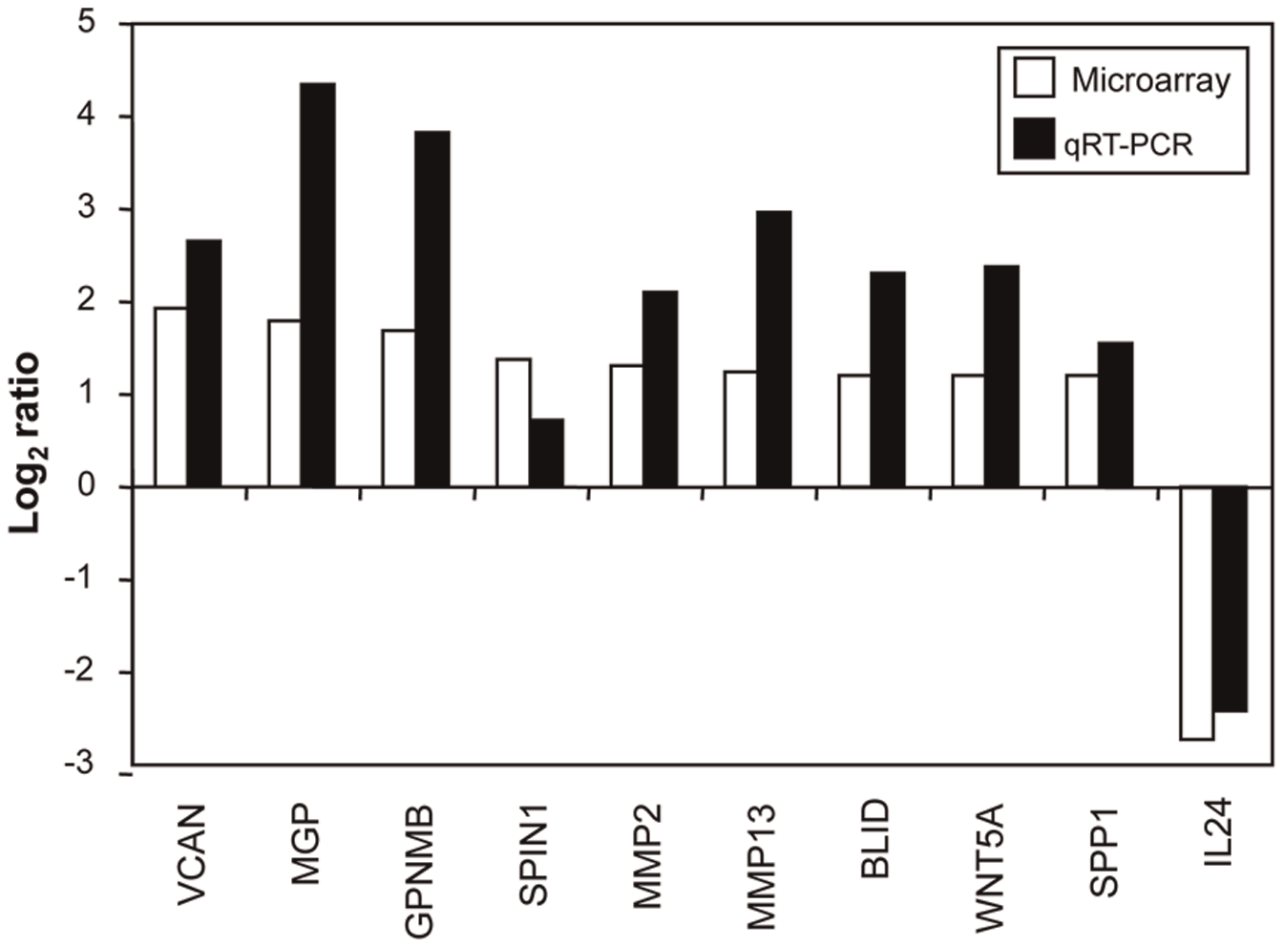
qRT-PCR analysis of genes selected from the microarray profile. Expression changes of 10 selected genes were evaluated in relation to the values obtained in parallel for SHDA. Log2 scale of fold change was used to show the relative expression value of each gene. Positive values indicate that the mRNA level of a particular gene was up-regulated, whereas negative values indicate that the transcript was down-regulated.

### Cell Adhesion and Spreading Activities of the rLCC111

Adhesion of HT1080 cells was examined by inoculating cells onto plastic plates precoated with different concentrations of native LM111 or rLCC111 (ranging from 0.08 to 20 μg/ml), or BSA. As expected, HT1080 cells adhered to intact LM111 in a concentration-dependent manner, but rLCC111 not only did not promote adhesion, but also showed a clear anti-adhesive effect (Fig. 4A), despite efficiently plastic coating (Fig. 4B). At higher coating concentrations (from 2.3 to 21 mg/ml) of both LM111 and rLCC111, statistically relevant differences were found (Fig. 4A). We next tested the effect of soluble rLCC111 on attachment of HT1080 cells to LM111 substrates. Addition of soluble rLCC111 at a concentration of 20 μg/ml at the time of cell plating resulted in a 50% reduction of cell attachment, while BSA at the same concentration had no effect (Fig. 4C).

The interaction of rLCC111 with membrane receptor molecules was further studied by immunofluorescence methods. As seen in Figure 5, both LM111 and rLCC111 bound to the HT1080 cell surface. Confocal microscopy revealed prominent cluster formation in cells incubated in the presence of rLCC111, whereas cells incubated with LM111 showed a more dispersed distribution (Fig. 5).

Actin cytoskeleton was visualized with fluorescently labeled phalloidin after plating HT1080 cells on BSA-, LM111- or rLCC111-substrates. Cells plated on LM111 substrate formed extensive stress fibers that traversed the cell body, that were absent in cells plated on BSA substrate. However, in cells seeded on rLCC111, actin staining was mainly localized to the cell periphery, including membrane ruffles and patch-like structures at the edge of the cells (Fig. 6A).

To characterize the effect of rLCC111 on cell morphology, cells were observed under a phase-contrast microscope at different periods of time after plating. Rapid and extensive spreading of HT1080 cells was induced on intact LM111, and most of the cells were spread after 1 h at 37°C. In contrast, cells retained a rounded morphology on rLCC111-coated plates and did not spread after 3 h (Fig. 6B and 6C).

### Microarray Analysis of Differentially Expressed Genes in HT0180 Cells Cultured on rLCC111-coated Wells

To study the effects of this interaction on the transcriptional profile of HT1080 cells, we performed a comprehensive DNA microarray analysis, using GeneChip® Affymetrix Human Gene 1.0 ST Arrays after 24 h-incubation in wells coated with BSA (control) or rLCC111. 

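The data are 1 array of HT1080 cells, a human fibrosarcoma line, kept for 24 h on BSA and 1 array of the same line kept for 24 h on rLCC111 at 1 µg per well, each made from 250 ng of total RNA. The authors converted the scans to log2 expression levels with the RMA algorithm in Affymetrix Expression Console, and the deposited values were used as they stand. Each array holds 33297 sequences, of which 19460 carry 1 gene symbol in the platform's annotation, 1754 carry several and 12083 carry none. The median level was 7.04 on BSA and 7.12 on rLCC111, and levels ran from 2.79 to 13.92. The levels of the 2 arrays had a Pearson r of 0.994 across sequences, which are not independent replicates. A gene was given by its sequence with the highest mean level, which left 18417 genes, and its difference by the log2 level on rLCC111 minus that on BSA. Of these genes, 398 encode olfactory, taste and other sensory receptors, taken as genes with little or no mRNA in this line. The 95th percentile of their mean levels, 6.61, served as the limit below which a level was treated as that of a silent gene. Their differences had a median of 0.00 and an SD of 0.18, and 2 of them, TAS2R4 and TAS2R3, were at least 2-fold higher on rLCC111. Lists of genes of known function were fixed before the data were examined but after Table S3 had been read, so a list that holds genes of Table S3 is not independent evidence of its direction. Each list is described by the median of its log2 differences and by the percentile of that median among 10000 random lists of the same size matched on mean level. With 1 array per coating there is no replicate check of any difference, so no p-value is given, and a percentile describes these 2 arrays only.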

After restricting the profile to those sequences exhibiting ≥2-fold expression differences in rLCC111-treated relative to control samples, we identified 45 up-regulated and 17 down-regulated genes (Table S3). 

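The gene with the largest difference was AMTN, which encodes the enamel matrix protein amelotin, at 4.77 on BSA and 8.11 on rLCC111 on the log2 scale, a fold of 10.2. ST6GAL2, a sialyltransferase, had a fold of 4.34, ATP6V0D2, a subunit of the vacuolar proton pump, 4.01, and TDO2, which opens the ring of tryptophan, 3.36. PLXDC2 had a fold of 3.19, PMEPA1, a target and inhibitor of TGF-beta signalling, 3.12, and TNFAIP6, a hyaluronan-binding protein, 3.09. VCAN, MGP and GPNMB lie in the same range and are described with the matrix genes and the genes measured by qRT-PCR. SLC2A12, a glucose transporter, was 2.64-fold higher, the microRNA gene MIRLET7A2 2.64-fold, the docking protein NEDD9 2.63-fold and the orphan receptor GPR21 2.59-fold. The taste receptor gene TAS2R4 was 2.89-fold higher, from a level of 6.04 on BSA. On the lower side, ESM1, an endothelial proteoglycan, had a fold of 0.268, the serpin gene SERPINB7 0.323, MRGPRX4 0.359, the B cell lectin gene CD22 0.381, and CXCL8, listed in Table S3 as the chemokine IL8, 0.386. AOX1 and SNORD41 had folds of 0.406, GABRA6 0.411, LPAR1, a receptor of lysophosphatidic acid, 0.420, TMEM71 0.424, CCBE1 0.432, LY6K 0.433, CHAC1, which degrades glutathione, 0.468, and the long noncoding RNA UCA1 0.487. In all, 44 of the 18417 genes were at least 2-fold higher on rLCC111 and 16 at least 2-fold lower, and 99.7% lay within 2-fold. Over all 33297 sequences, 361 were at least 2-fold higher and 43 at least 2-fold lower, of which 305 and 27 have no gene name in the annotation. For 16 of 43 higher entries of Table S3, AMTN and ATP6V0D2 among them, the sequence that holds the listed fold was at or below the level limit of silent genes on BSA, so the size of these folds rests on a dim signal. GABRA6 and TMEM71, at 6.09 and 6.07 on rLCC111, were below this limit there, and the same holds for their folds.

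**Figure D1:**
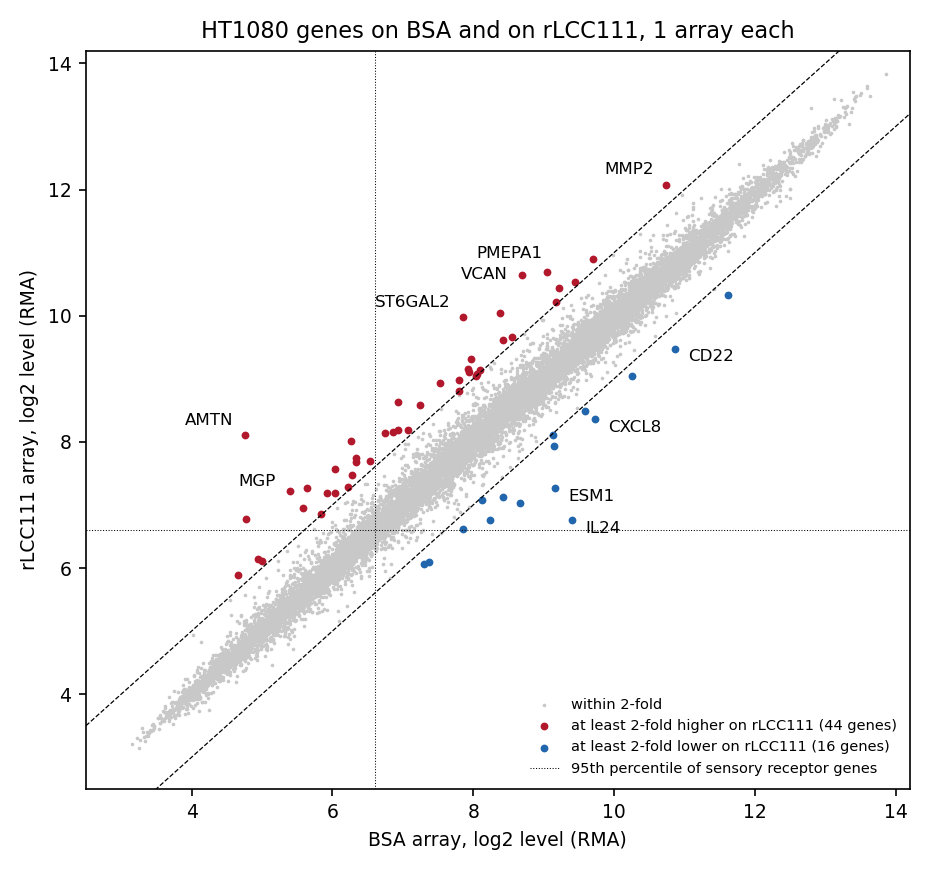
Log2 level of each of 18417 genes on the BSA array (horizontal) and on the rLCC111 array (vertical), 1 array per coating. Dashed lines mark a 2-fold difference and dotted lines the limit of 6.61; the 44 red genes lie above the upper dashed line, AMTN farthest from it, and the 16 blue genes below the lower one, IL24 farthest.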

Of interest, several of the upregulated genes were components of the ECM with a role in the regulation of cell motility in physiological or pathological conditions. 

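Fibrillin, proteoglycan, hyaluronan-binding and metalloproteinase genes were among the 2-fold higher genes of these arrays. Of 202 genes on 10 lists of matrix proteins and matrix proteases, 10 were at least 2-fold higher on rLCC111, all of them entries of Table S3, and none was at least 2-fold lower. The lists were drawn with Table S3 in view and do not hold its lower secreted proteins ESM1 and CCBE1. Random lists matched on level held 0.515 such genes on average and 4 at most. Among 27 matrix glycoproteins and fibrillins, FBN1, the main fibrillin of microfibrils, was 2.35-fold higher at a level of 9.21 on BSA, EDIL3, an integrin ligand, was 2.30-fold higher, and the matrix Gla protein gene MGP was the third. LTBP3, which anchors latent TGF-beta in the matrix, had a fold of 1.59. The median of this list was 0.05, at percentile 97.0, and -0.03, at percentile 80.8, after quantile normalization, which lowered the median of the sensory receptor genes to -0.059. The 22 members whose brighter array was above the limit of silent genes lay at percentile 98.8, outside the middle 95% of random lists. The 21 with both arrays above it lay at percentile 96.4, inside it. Among 10 genes of hyaluronan handling, CEMIP, a hyaluronan-degrading protein listed as KIAA1199 in Table S3, was 2.26-fold higher beside TNFAIP6, CEMIP2 had a fold of 1.59 and HMMR, a hyaluronan receptor that is also on the mitosis list, 0.753 (median 0.10, percentile 97.3, and 0.029, at percentile 94.3, after quantile normalization). Among 43 collagen genes, the basement membrane chains COL4A1 and COL4A2 had folds of 1.95 and 1.58, and COL1A1 1.28. The collagen median was 0.06, at percentile 99.4, and -0.015, at percentile 98.3, after quantile normalization. Among the 26 members above the limit of silent genes its percentile was 95.6 by the brighter array and 97.3 by both, inside the middle 95% of random lists. Among 10 laminin chain genes, LAMB1 had a log2 difference of 0.57 and LAMB3 a fold of 0.662. The laminin median was 0.05, at percentile 89.0, and -0.01, at percentile 76.5, after quantile normalization. Among the 8 members above the limit of silent genes it was 0.12, at percentile 98.3, outside the middle 95% of random lists.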

The most relevant are: MMP-2 (gelatinase A); MMP-13 (collagenase 3); VCAN (versican) and SSP1 (secreted phosphoprotein 1, osteopontin). 

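MMP2 was already abundant on BSA, at a log2 level of 10.75, and stood at 12.08 on rLCC111, a fold of 2.52. MMP13 had a fold of 2.40 but lay below the limit of silent genes on BSA, at 5.92, and above it on rLCC111, at 7.18. These were the 2 genes at least 2-fold higher among 22 matrix metalloproteinases, and none was at least 2-fold lower. Next in size above the limit were MMP15 with a fold of 1.22 and MMP16 with 1.16, while MMP9, the other gelatinase, had 1.06 at a level of 10.46 on BSA and MMP14, the membrane-bound activator of pro-MMP-2, 1.09. Over the whole list the median was 0.05, at percentile 95.0, and -0.02, at percentile 91.8, after quantile normalization. VCAN, a large chondroitin sulphate proteoglycan, was at 8.70 on BSA and 10.65 on rLCC111, a fold of 3.86. Another of 23 proteoglycan genes, the glypican gene GPC6, was 2.07-fold higher. The syndecan gene SDC2 had a fold of 1.94, and SRGN, the proteoglycan of secretory granules, 0.684. The median of this list was 0.03, at percentile 90.1, and -0.02, at percentile 86.4, after quantile normalization. Among the 14 members above the limit it was 0.18, at percentile 99.98, outside the middle 95% of random lists. SPP1, which encodes osteopontin, was at 8.43 on BSA and 9.62 on rLCC111, a fold of 2.28.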

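Ligands and receptors were among the 2-fold genes in both directions. Of 95 genes on 3 lists of cytokines, WNT components and growth factor receptors and ligands, 2 were at least 2-fold higher on rLCC111 and 4 at least 2-fold lower, against 0.268 and 0.086 on average in random lists matched on level. All 6 are entries of Table S3, which had been read before the lists were fixed, so this excess is not independent evidence. PDGFRB, a receptor of platelet-derived growth factor, was 2.54-fold higher, while the growth factor genes FGF1 and FGF5 had folds of 0.487 and 0.568. The median of 31 growth factor receptors and ligands was 0.00, at percentile 55.3, and -0.08, at percentile 13.8, after quantile normalization. It was 0.05, at percentile 94.3, among the 22 members whose brighter array was above the limit. It was 0.08, at percentile 99.2, among the 21 with both arrays above it, outside the middle 95% of random lists. Genes induced by TGF-beta stood apart upwards: 18 of 23 had a difference above 0 and the median of 0.22 lay above that of all 10000 random lists, with TGFBI at a fold of 1.71 and TGFB2 at 1.54 beside PMEPA1. Feedback genes of NF-kB stood apart downwards, with a median of -0.16 at percentile 0.070, TNFAIP3 at a fold of 0.641, CD83 at 0.682 and NFKBIA at 0.753. Genes that report ERK signalling had a median of -0.02 at percentile 45.1, with DUSP5 at a fold of 0.626 and ETV5 at 0.704. After quantile normalization their median was -0.09, at percentile 3.70. Among the 22 above the limit it was -0.10, at percentile 2.81 by the brighter array and 2.58 by both, inside the middle 95% of random lists. Among 23 interferon-stimulated genes none was 2-fold different (median 0.05, percentile 95.0, and -0.01 after quantile normalization), with IFITM1 at a fold of 1.43 and OAS3 at 0.760.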

DAVID clustering analysis confirmed that genes involved in ECM were significantly enriched and also revealed a high enrichment in genes implicated in ligand-mediated signaling and cell communication (Table S4).

### Validation of Microarray Data by qRT-PCR Analysis of Selected rLCC111-modulated Genes

To validate the expression microarray results by an independent gene expression profiling method, HT1080 mRNA levels for a subset of rLCC111-modulated genes were quantified by qRT-PCR (Fig. 7), using the primer pairs listed in Table S2. For this analysis, we selected 10 genes involved in matrix remodeling, cell motility and tumor progression. SHDA gene was used for data normalization. Primer specificity was assessed by sequencing. The direction of change in expression was in agreement by both qPCR and microarray for 100% of samples [18] considering a result valid if the fold change measured by both qPCR and microarray were greater than or equal to 2-fold. This criteria was fulfilled by all genes but OCR1. For the majority of the genes, fold-differences were also of comparable magnitude, although they were higher according to qRT-PCR for eight genes (VCAN, MGP, GPNMB, MMP2, MMP13, BLID, WNT5A and SSP1). However, for other genes, such as OCR1 and IL24, higher expression differences were detected by microarray. These results suggest that the interaction with rLCC111 induces in HT1080 cells a transcriptional profile compatible with a more invasive phenotype.

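On the arrays, MGP, which encodes an inhibitor of calcification, was at a log2 level of 5.40 on BSA, below the limit of silent genes, and at 7.23 on rLCC111, a fold of 3.55. GPNMB, a membrane glycoprotein of melanosomes and lysosomes, was at 6.93 and 8.63, a fold of 3.26. BLID, a gene of a small pro-apoptotic protein, was at 6.93 and 8.18, a fold of 2.38. The BLID gene lies inside the noncoding gene MIR100HG in GRCh38.p14. Of the 8 genes, VCAN had the largest array difference and SPP1 the smallest, and all 8 were at least 2-fold higher as deposited and after median centring, lowess and quantile normalization. SDHA, the reference gene of the qRT-PCR, had a fold of 1.09 at a level of 11.29 on BSA.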

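IL24 had the largest array difference of the genes measured by qRT-PCR, and it was lower on rLCC111. For OCR1, no sequence of the annotation carries the accession or symbol given in Table S3; exactly 1 sequence, which has no gene name, had a fold of 2.70, within 0.0006 of the paper's reported value of 2.698. SPIN1, a chromatin reader, had a fold of 1.04, with levels of 11.40 on BSA and 11.45 on rLCC111.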

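Beside the proteases, genes of their inhibitors and of other pericellular proteolysis were measured. TIMP3 and TIMP2, inhibitors of metalloproteinases, had folds of 1.46 and 1.21, while TIMP1 had 0.909. The median of the 4 TIMP genes was 0.19, at percentile 99.3. In the plasminogen system, PLAT, the tissue activator, had a fold of 0.745, the urokinase receptor gene PLAUR 0.830 and urokinase, PLAU, a log2 difference of 0.14 (median of 5 genes 0.09, percentile 96.7; -0.06 for the 4 above the limit of silent genes). Among 38 ADAM and ADAMTS proteases none was 2-fold different, and ADAMTS14 and ADAM19 had folds of 1.59 and 1.52 (median 0.01, percentile 77.6; -0.01 after lowess and -0.06 after quantile normalization). Of 14 genes of the epithelial to mesenchymal transition, FN1, which encodes fibronectin, had a log2 difference of 0.49 at a level of 12.80 on BSA, and CDH11, the desmosomal gene DSP and TWIST1 had folds of 1.45, 1.26 and 1.25 (median 0.06, percentile 97.53, and 97.44 after median centring). The 12 of them above the limit had a median of 0.155. The move to percentile 97.44 reflects the draw of random lists, since median centring lowers every difference equally. The list, which holds DSP, was not split by the direction in which each gene moves in this transition. Its median therefore does not show whether the transition was advanced. From the array and qRT-PCR results, the paper proposes that contact with rLCC111 gives HT1080 cells a profile of transcripts compatible with a more invasive phenotype.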

### Induction of MMP-2 Activation by rLCC111

To validate the functional significance of rLCC111-modulated genes, HT1080 cells were seeded on plastic, LM111, or rLCC111 and cultured for 3 days. The conditioned media was collected every 24 h and analyzed by zymography. HT1080 cells cultured on plastic constitutively synthesized and secreted latent MMP-2 and MMP-9. This pattern was similar to that observed in cells cultured on LM111 substrates (Fig. 8). In contrast, both active and latent MMP-2 were upregulated when HT1080 cells were cultured on rLCC111-coated wells (Fig. 8).

**Figure 8:**
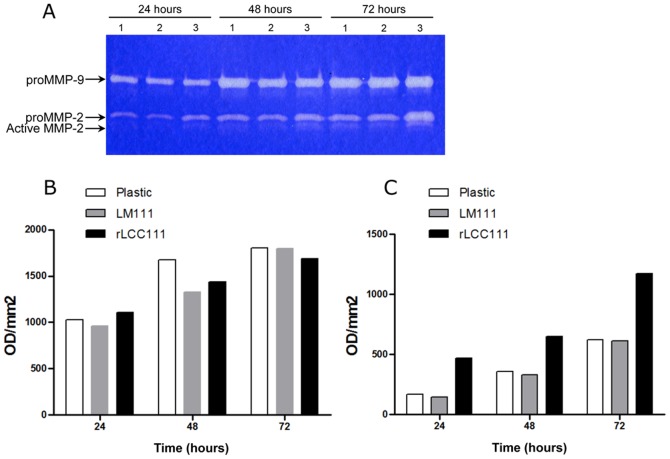
Representative gelatin zymogram showing MMP9 and MMP2 activities in HT1080 cells were cultured under serum free conditions for 72 hours under substrate-independent conditions on uncoated wells (1) or on LM111 (2) or rLCC111 (3) coated wells (A). Densitometric evaluation of MMP-9 (B) and latent MMP-2 (C).

## Discussion

In this study we generated truncated laminin α1-, β1- and γ1-chains encoding the entire LCC. When expressed alone, the truncated α1 chain was found to be efficiently secreted as a monomer; while the truncated β1- or g1-chains were poorly secreted. However, if truncated α1-, β1- and γ1-chains were simultaneously expressed, then all three assembled into a trimer, which was secreted into the medium. The data confirm previous results showing that α-chain subunit expression is essential for secretion of β- and γ-chain partners [16].

Western blot analysis of the purified protein and the elution of a single peak in the size exclusion indicate that the three truncated α1-, β1- and γ1-chains assemble into a homogeneous multimeric structure. The MALLS measurements indicate that a heterotrimer is formed, and the circular dichroism spectrum displays the typical features of proteins cooperatively folded with predominantly helical structure. The discrepancy in the calculated and measured masses of the heterotrimer must be due to the glycosylation at multiple sites in the three chains. Although coiled-coil structures can be recognized in proteins by a minimum at 222 nm more negative than he one at 208 nm [19] this is only valid for proteins that are close to 100% coiled-coil, while in the rLCC111 there are several regions that are not: the chain ends, the Lβ domain in the β1 chain (also known as knot domain) and possibly other uncharacterized ones [20]. The formation of a coiled-coil structure can be indirectly inferred from the predominantly helical structure of the molecule and its elongated shape that causes it to elute from the size exclusion column at a volume corresponding to a three-fold larger apparent molecular mass.

Our results confirm that the truncated chains can assemble into the trimeric coiled-coil structure independently of the rest of the molecule. This is consistent with previous conformational analysis of the elastase produced laminin fragment E8 (containing approximately the C-terminal half of the coiled-coil domain plus three of the globular LG domains in the α1 chain) [21]. It is also consistent with the conformational studies of approximately 50-residue long peptides spanning the C-terminal ends of the coiled-coil domain [22], [23]. The circular dichroism spectrum of the equimolar mixture of these peptides showed a helical structure but with a less cooperative thermal denaturation than the rLCC111 fragment.

Laminins exert multiple biological functions through interactions with other ECM molecules and cell surface receptors [7]. However, most of the cell binding sites map to regions distinct from the coiled-coil domain. It is known that this domain plays a key role in chain assembly, but with few exceptions [5], [6] it has been considered a functionally silent domain. Here we demonstrated for the first time that the laminin coiled-coil domain inhibits cell adhesion and spreading.

Anti-adhesive properties of ECM proteins are not frequently observed [24]. Examples of anti-adhesive proteins include thrombospondin, SPARC (BM-40/osteonectin), and tenascin. The modulation of cell adhesion is often related to cell migration. Filopodia and lamellipodia formation is crucial for cell movement, and the actin cytoskeleton plays an important role in these processes [25]. As decreased actin stress fiber formation and increased membrane ruffle formation are consistent with the promotion of cell migration, it is tempting to speculate that the anti-adhesive property of the laminin coiled-coil domain is linked to the modulation of cell migration in tissues where the laminin coiled-coil domain became accessible.

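Genes of cell adhesion and of contractile actin were slightly higher as groups on rLCC111, with few large single differences. Of 37 components of focal adhesions and stress fibres, 30 had a difference above 0 and 7 below 0, and the median of 0.13 lay above that of all 10000 random lists. NEDD9 was the member at least 2-fold higher, TPM1, a tropomyosin, had a fold of 1.58, smooth muscle actin, ACTA2, 1.49 and LIMS1 1.44. The 22 targets of serum response factor and MRTF, which include TPM1 and ACTA2, had a median of 0.13 at percentile 99.99, with the myosin light chain gene MYL9 at a fold of 1.39. Among 25 integrin subunits, ITGB8 had a fold of 1.97, ITGB3 1.62 and ITGAV, the alpha chain that pairs with each of them, a log2 difference of 0.49, whereas the leukocyte subunit ITGB2 had 0.703 (median 0.10, percentile 99.98, and 0.024, at percentile 99.4, after quantile normalization). Targets of YAP and TAZ lay lower, with a median of -0.10 at percentile 1.71, which moved to percentile 4.87 after lowess and 10.4 after quantile normalization. TGFB2, which is also on the list of genes induced by TGF-beta, had a fold of 1.54, NUAK2 0.704 and ARHGEF17 1.37.

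**Figure D2:**
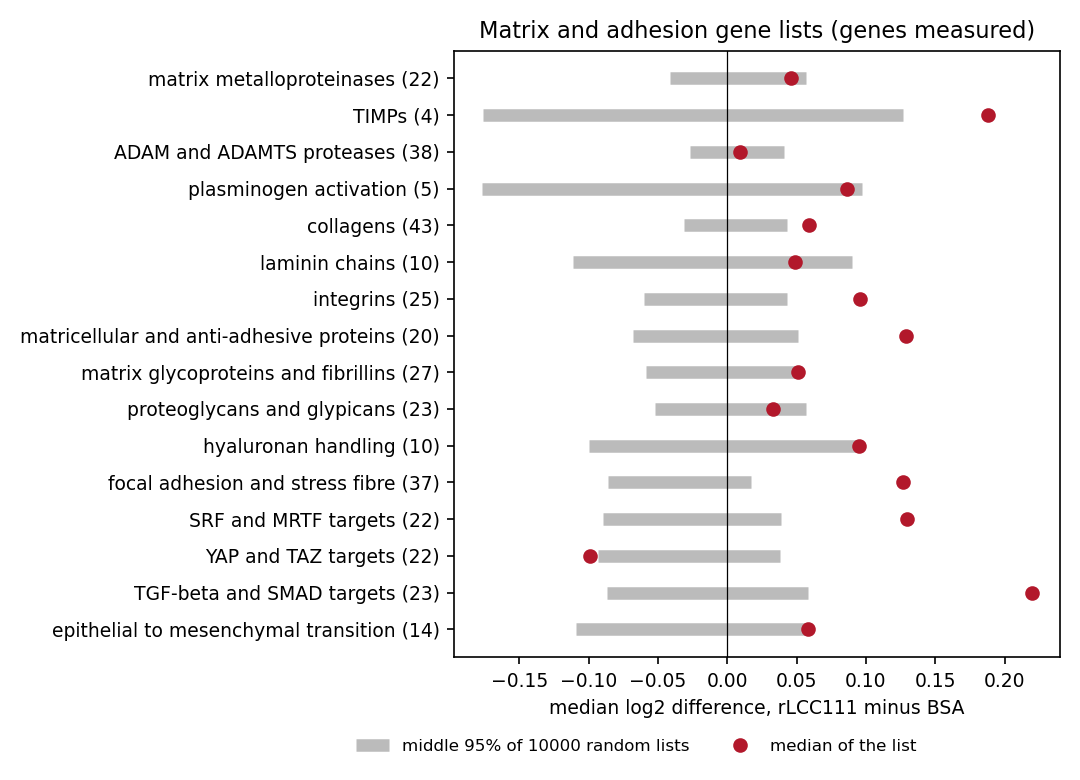
Median log2 difference, rLCC111 minus BSA, of 16 lists of matrix and adhesion genes (points), with the middle 95% of the medians of 10000 random lists matched on size and level (grey bars); the number of genes measured stands beside each list. The point of the TGF-beta targets, at 0.22, lies farthest above its bar, and that of the YAP and TAZ targets, at -0.10, just below its bar.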

In fact, whole genome expression profiling of HT1080 cells cultured on rLCC111-coated wells revealed the transcriptional regulation of a series of genes compatible with a pro-migratory and pro-invasive phenotype. MMP-2 is well known as a major contributor to the proteolytic degradation of ECM, playing a pivotal role in cell migration during physiological and pathological processes [26]. Recently, a role of MMP-13 in promotion of bone metastasis [27] and breast cancer invasiveness [28] has been reported.

Several ECM components whose expression is induced by rLCC111 are implicated in the regulation of cell motility. 

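Osteopontin was the only member of 20 matricellular and anti-adhesive protein genes that was at least 2-fold higher on rLCC111. THBS3 had a fold of 1.44 and CCN3 1.29, and the median of the list was 0.13, at percentile 99.99. It was 0.064 after quantile normalization and 0.22 among the members above the limit of silent genes. Among genes of the anti-adhesive proteins named in the discussion, SPARC had a fold of 1.15, TNC, which encodes tenascin-C, 1.18, and the thrombospondin genes THBS1 and THBS2 1.23 and 1.24. THBS3 was at a log2 level of 6.27 on BSA, below the limit of silent genes.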

Osteopontin (SSP1) is a prominent matricellular protein whose aberrant expression has been associated with tumor development and progression [29], [30]. Even if it cannot be properly considered a matricellular protein, the proteoglycan versican (VCAN) is an ECM component able to regulate similar cellular processes [31]. 

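IL24, a cytokine of the IL-10 family, was at a log2 level of 9.41 on BSA and 6.75 on rLCC111, a fold of 0.159. This was the largest difference on the lower side among the 18417 genes, and it left IL24 just above the limit of silent genes. Of 27 cytokines and chemokines, 13 had a difference above 0 and 9 below 0. IL24 and CXCL8 were at least 2-fold lower and none was at least 2-fold higher. IL1A and IL1B, which encode interleukin-1 alpha and beta, had folds of 0.526 and 0.539, while the chemokine gene CCL2 and the interleukin gene IL6, chosen after their values were seen, had folds of 1.62 and 1.56. The median of the list was 0.00, at percentile 40.8. It was -0.06 after quantile normalization, 0.14, at percentile 99.4, among the 14 members whose brighter array was above the limit, but 0.015, at percentile 62.9, among the 12 with both arrays above it.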

Interestingly, IL-24/MDA-7 (Melanoma differentiation associated gene-7) expression is down-regulated in rLCC111-treated cells. IL-24 acts as tumor suppressor whose ectopic production has been reported to inhibit invasion and migration of human cancer cells [32], [33]. 

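WNT5A, a ligand of non-canonical WNT signalling, was at a log2 level of 7.92 on BSA and 9.16 on rLCC111, a fold of 2.37. No other gene among 37 WNT ligands and receptors was 2-fold different. DKK1, a secreted WNT antagonist, had a fold of 0.631. Its log2 level was 6.72 on BSA and 6.06 on rLCC111, the latter below the limit of silent genes. The receptor genes FZD7 and FZD2 had log2 differences of 0.37 and 0.36. The median of the list was 0.04, at percentile 89.6, and -0.03 after quantile normalization.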

Other rLCC111-upregulated genes associated with increased metastasis are WNT5A [34], and OCR1 [35]. To our knowledge, full genome transcriptome analysis of cells cultured in the presence of laminin (intact molecule or fragments) has not been reported. Soluble protease-digested EHS-laminin (LM111) has been shown to drive transcriptional regulation in human breast cancer cells, as assessed by PCR arrays. The resultant gene expression pattern suggested the increase of cancer cell invasive capacity [36].

It is well established that proteases involved in tissue remodeling generate neoepitopes from ECM components that induce changes in cell behaviour. The most widely accepted interpretation is that those neoepitopes act as “soluble” ligands in the pericellular microenvironment that induce changes in cell migration and invasion [37]–[39]. We propose that in intact laminin molecules the coiled-coil-associated “anti-adhesive regions”, are cryptic or more likely their function is counteracted by “pro-adhesive regions”, located in the adjacent globular domains. The proteolytic processing of laminin and the release of N- and C-terminal globular fragments, would allow the functional predominance of coiled-coil-associated anti-adhesive regions. It has been shown that the specific cleavage of laminin-5 (LM322, α3β2γ2-subunit composition) by MMP-2 induces the migration of breast epithelial cells [40]. The cleavage site immediately precedes two closely spaced cysteines in domain LEB of the γ2 chain, which are involved in joining α3-, β2- and γ2-chains at the center of the cross. Importantly, whereas the N-terminal fragment of the MMP-2 cleavage site dissociated, the C-terminal fragment (γ2x) remains attached to the heterotrimer [40]. Therefore, the pro-migratory MMP-2 cleaved LM322 contains the entire LCC domain and the C-terminal LG domains of the α3 chain. This might explain the differences in cell adhesion, between the MMP-2 cleaved LM322 and the rLCC111 used in this study, lacking LG domains. There is evidence of EGF-like signaling initiated by the products of both MT1-MMP [41] and MMP-2 cleavage [42] of rat γ2 laminin short arm. In the study by Schenk et al [42], this activity is mapped to domain LEB, proposed as a cryptic migratory signal released by MMP action. These cleavage sites are not present in our truncated γ1 chain, that contains the C-terminal portion of domain LEB (two EGF-like modules). We cannot completely rule out the presence of alternative cleavage sites in t γ1, but we find it unlikely that potential cleaved fragments would contribute to rLCC111 activity.

The hypothesis that the LCC domain is less prone to proteolytic degradation than the rest of the molecule is supported by the recent identification of protease sensitive sites in LM111 using quantitative proteomics [43]. More than two thirds of the cleavage sites of four different proteases (including MMP-2, MMP-8 and MMP-9) were located outside the LCC domain. On this basis, we could envision a sequential cleavage of the laminin molecule, with the short arms being proteolyzed earlier whereas the LCC domain retains its integrity longer and exerts a defined functional effect.

In summary, we postulate that in specific pathological contexts, such as cancer progression, the degradome components in the tumor microenvironment could promote a local and temporal predominance of LCC moieties favoring a net invasive behaviour.

## Supporting Information

Figure S1 **Expression of individual truncated laminin chains in HEK-293 cells, transfected with empty plasmid (control) or plasmid encoding truncated mouse laminin α1 (tα1), β1 (tβ1) or γ1 (tγ1) chains.** Conditioned culture medium were collected and analyzed by Western blotting (A) and ELISA (B). Separated proteins on 8% polyacrylamide gels under reducing conditions were transferred onto nitrocellulose membranes followed by staining with anti-c-myc mAb. Simultaneous expression of truncated laminin chains in 293-F cells transfected with empty plasmid (control) or plasmids encoding truncated mouse laminin α1 (tα1), β1 (tβ1) or γ1 (tγ1) chains. Conditioned culture medium were collected and analyzed by Western blotting (C) and ELISA (D). Separated proteins on 4–12% gradient were transferred onto nitrocellulose membranes followed by staining with anti-Flag, anti-c-myc or anti-HA mAbs.
(TIF) Click here for additional data file.

Figure S2 **SDS-PAGE and Western blotting analysis of the recombinant laminin coiled-coil domain (rLCC111).** Purified laminin from conditioned medium of 293-F cells, transfected with plasmids encoding tα1, tβ1 and tγ1 chains was analyzed on 4–12% gradient polyacrylamide gels under reducing conditions. Separated proteins were visualized by coomassie (A) or transferred onto nitrocellulose membranes followed by staining with anti-Flag, anti-c-myc or anti-HA mAbs (B).
(TIF) Click here for additional data file.

Table S1 **Oligonucleotide sequence.**
(DOC) Click here for additional data file.

Table S2 **Primer pairs used for real-time quantitative RT-PCR.**
(DOC) Click here for additional data file.

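The deposited levels give most folds of Table S3 directly. Of its 62 entries, 59 have a matched sequence, found by accession or else by symbol, whose fold lies within 0.0006 of the listed one. SLITRK6, a neuronal membrane protein gene, is the entry whose levels were at or below the limit of silent genes on both arrays, at 4.99 on BSA and 6.11 on rLCC111. MALAT1, a nuclear noncoding RNA, has 2 sequences, with folds of 1.55 on the brighter one and 2.34 on the dimmer one. LRRFIP1 has 10 sequences with folds from 0.598 to 2.25, and TRA2A, a splicing regulator, has 2, with folds of 0.916 on the brighter and 2.03 on the dimmer one. The TOB2 sequence had a fold of 0.928. The POTEB and POTEC genes and the olfactory receptor gene OR4F16 were measured by sequences that carry several gene symbols, so their folds, though counted among these, cannot be given to a single gene. Of entries not yet described, HTRA1, a secreted serine protease, was 2.13-fold higher, UNC5B, a netrin receptor, 2.05-fold, the lipid transporter gene ABCA1 2.16-fold, ABCC3 2.03-fold, the potassium channel gene KCNJ15 2.16-fold, SLC16A4 2.08-fold, the glutamate transporter gene SLC1A3 2.01-fold, MANBA, a lysosomal mannosidase, 2.28-fold and TCP11L2 2.45-fold. After quantile normalization UNC5B, ABCC3, SLC16A4 and SLC1A3 lay just under 2-fold, at log2 differences of 0.98, 0.96, 0.97 and 0.94, and so did SLC1A3 after lowess, at 0.99.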

Table S3 **Genes modulated (>2-fold) in HT1080 cells cultured on rLCC111** ***-*** **coated wells.**
(DOC) Click here for additional data file.

Table S4 **DAVID enriched GO terms of differentially expressed genes between HT1080 cells cultured on BSA- or rLCC111** ***-*** **coated wells.**
(DOC) Click here for additional data file.

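Table S4 counts how many of the modulated genes in its list total carry a given PANTHER term. It sets that share against the share with the term among the human genes in its population total. The list total is smaller than the number of entries in Table S3. The p-values of Table S4 treat genes as independent draws. Table S4 describes the make-up of the list of modulated genes, not the spread between cultures.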

# Supplementary material for: The Heterotrimeric Laminin Coiled-Coil Domain Exerts Anti-Adhesive Effects and Induces a Pro-Invasive Phenotype
**Source:** PLoS One. 2012 Jun 19;7(6):e39097. doi: 10.1371/journal.pone.0039097
**Supplement:** Table S1 — Oligonucleotide sequence.

**Table S1:** Oligonucleotide sequencea

| Name | Sequence (5´-3´) |
| --- | --- |
| **1a** | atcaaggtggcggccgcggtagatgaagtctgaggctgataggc |
| **2a** | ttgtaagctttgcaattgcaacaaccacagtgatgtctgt |
| **3b** | tactacagagaaaagctcccag |
| **4b** | aaacatcaaagaaatcacagaa |
| **5b** | aaggaaagtgtcggtaccagga |
| **6b** | ataaacaattcaacgctgatgt |
| **7c** | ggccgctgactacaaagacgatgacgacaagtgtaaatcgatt |
| **8c** | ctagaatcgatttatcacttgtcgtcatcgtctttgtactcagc |
| **9a** | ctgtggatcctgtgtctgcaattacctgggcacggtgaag |
| **10a** | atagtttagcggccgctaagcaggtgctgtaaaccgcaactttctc |
| **11b** | accacaacattgacactaccgatccaga |
| **12b** | aattaactgatacagcttcaca |
| **13b** | aaacttcctgactgaggatagt |

aSequences of the primers applied for the construction of the truncated mouse laminin chains.

bSequences of the primers applied for the verification of the laminin sequences.

cSequences of the primers used for the insertion of the FLAG-tag sequence.

# Supplementary material for: The Heterotrimeric Laminin Coiled-Coil Domain Exerts Anti-Adhesive Effects and Induces a Pro-Invasive Phenotype
**Source:** PLoS One. 2012 Jun 19;7(6):e39097. doi: 10.1371/journal.pone.0039097
**Supplement:** Table S2 — Primer pairs used for real-time quantitative RT-PCR.

|  | Primer location  (5’ Pos) | Primer sequence (5´- 3´) | Product size |
| --- | --- | --- | --- |
| BLID | F 393  R 484 | GGCAGTTCCATTTATCCAGA  ACTGTTTCCTTAGGCAACAT | 92 |
| MMP13 | F 125  R 214 | TGAGGAAGACCTCCAGTT  CTTGCTGCATTCTCCTTCA | 90 |
| MMP2 | F 651  R 741 | GAGTTGGCAGTGCAATAC  GCATCTTCTTTAGTGTGTCC | 91 |
| IL24 | F 124  R 217 | CAAAGCCTGTGGACTTTAG  TAAAACCCAGGCAAGGGA | 94 |
| SPP1 | F 48  R 137 | CCCATCTCAGAAGCAGAAT  TCATCATCCATATCATCCATGT | 90 |
| VCAN | F 357  R 449 | GTGTCACTGACTGTGGAT  CAAACAAGCCTTCTGAGC | 93 |
| WNT5A | F 326  R 417 | GACATCGAAGGTGGAACT  GTATGTGAAGGCCGTCTC | 92 |
| GPNMB | F 123  R 215 | GGAGACATGAGGTGGAAA  TGTTATATTTGAGCCCACGAG | 93 |
| MGP | F 46  R 140 | ACAGGAGAAATGCAAATACC  CTCGTGGACAGGCTTAGA | 95 |
| SPIN1 | F 221  R 310 | GTTTCTGCGCTTGAAGTC  CACTGCTTTGCCAATCAT | 90 |
| SDHA | F 229  R 314 | TGGGAACAAGAGGGCATCTG  CCACCACTGCATCAAATTCATG | 86 |

**Table S2:** Primer pairs used for real-time quantitative RT-PCR

# Supplementary material for: The Heterotrimeric Laminin Coiled-Coil Domain Exerts Anti-Adhesive Effects and Induces a Pro-Invasive Phenotype
**Source:** PLoS One. 2012 Jun 19;7(6):e39097. doi: 10.1371/journal.pone.0039097
**Supplement:** Table S3 — Genes modulated (>2-fold) in HT1080 cells cultured on rLCC111 - coated wells.

**Table S3. Genes modulated (>2-fold) in HT1080 cells cultured on rLCC111-coated wells**

# Supplementary material for: The Heterotrimeric Laminin Coiled-Coil Domain Exerts Anti-Adhesive Effects and Induces a Pro-Invasive Phenotype
**Source:** PLoS One. 2012 Jun 19;7(6):e39097. doi: 10.1371/journal.pone.0039097
**Supplement:** Table S4 — DAVID enriched GO terms of differentially expressed genes between HT1080 cells cultured on BSA- or rLCC111 - coated wells.

**Table S4.** DAVID enriched GO terms of differentially expressed genes between HT1080 cells cultured on BSA- or rLCC111-coated wells

|  |  |  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Category** | **Term** | **Count/List** | **Pop Hits/Total** | **Fold Enrichment** | **PValue** | **Bonferroni** | **Benjamini** | **FDR** |
| **PANTHER_BP_ALL** |  |  |  |  |  |  |  |  |
|  | BP00122:Ligand-mediated signaling | 9/42 | 386/12713 | 7,0575 | 2,6658E-5 | 0,0020 | 0,0020 | 0,0279 |
|  | BP00274:Cell communication | 14/42 | 1125/12713 | 3,7668 | 3,1856E-5 | 0,0024 | 0,0012 | 0,0333 |
|  | BP00223:Angiogenesis | 3/42 | 52/12713 | 17,4629 | 0,0122 | 0,5954 | 0,2604 | 12,0129 |
|  | BP00102:Signal transduction | 18/42 | 3207/12713 | 1,6989 | 0,0165 | 0,7079 | 0,2648 | 15,9765 |
|  | BP00141:Transport | 9/42 | 1210/12713 | 2,2514 | 0,0369 | 0,9382 | 0,4269 | 32,5478 |
| **PANTHER_MF_ALL** |  |  |  |  |  |  |  |  |
|  | MF00178:Extracellular matrix | 11/42 | 352/13084 | 9,7351 | 9,3281E-8 | 5,7834E-6 | 5,7834E-6 | 9,4134E-5 |
|  | MF00181:Other extracellular matrix | 4/42 | 36/13084 | 34,6138 | 1,8978E-4 | 0,0117 | 0,0058 | 0,1914 |
|  | MF00179:Extracellular matrix structural protein | 4/42 | 82/13084 | 15,1963 | 0,0021 | 0,1239 | 0,0431 | 2,1290 |
|  | MF00016:Signaling molecule | 8/42 | 741/13084 | 3,3633 | 0,0076 | 0,3754 | 0,1110 | 7,3744 |
|  | MF00082:Transporter | 7/42 | 613/13084 | 3,5574 | 0,0115 | 0,5107 | 0,1332 | 10,9841 |
|  | MF00180:Extracellular matrix glycoprotein | 3/42 | 94/13084 | 9,9422 | 0,0349 | 0,8897 | 0,3075 | 30,1486 |
|  |  |  |  |  |  |  |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

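Expression was measured in HT1080 cells, a human fibrosarcoma line, kept for 24 h in wells coated with BSA or with 1 µg of rLCC111. There was 1 GeneChip Human Gene 1.0 ST array per coating, made from 250 ng of total RNA each. The authors converted the scans to gene expression signals with RMA in Affymetrix Expression Console, so the deposited values were taken as log2 expression levels of 33297 sequences. RMA corrects for background, normalizes between arrays and summarises over probes, but the settings used were not stated. The array medians still differed, at 7.04 on BSA and 7.12 on rLCC111. A further quantile normalization moved named genes by up to 0.091 log2. The version of the software is not given in the sources used here. The paper's methods then name limma and a correction for the false discovery rate; with 1 array per condition there is no residual degree of freedom to estimate a spread, so this step was not repeated and no p-value is given here. The precision of each value is limited by the number of arrays, and no difference has a replicate check.

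The deposited levels were used with no further scaling. Sequences were named from the platform's annotation, with symbols updated through gene identifiers to the RefSeq gene table of GRCh38.p14: 19460 sequences have 1 symbol, 1754 have several and 12083 have none, and no gene was named from a sequence with several, except for entries of Table S3 found by accession. No coordinates are given, because the sources used here name no genome build for the array; the RefSeq table served only for names and for which genes lie inside others. A gene with several sequences was given by the one with the highest mean level, which left 18417 genes. A sequence or gene counts as 2-fold different when its log2 difference, rLCC111 minus BSA, is at least 1 in size. Levels up to 6.61, the 95th percentile of the mean levels of 398 sensory receptor genes, were treated as those of silent genes; 12736 genes had a brighter array above this limit and 5681 did not.

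There were 41 lists of genes, which cover sensory receptors, matrix proteins and proteases, integrins, adhesion and actin genes, targets of signalling pathways, stress responses, lipid metabolism, lysosomes, hypoxia, cell cycle, histones, ribosomal and mitochondrial genes, small nucleolar RNAs, PCR reference genes, other genes of the text and markers of endothelial, epithelial, blood, and HEK-293 or neural cells. The median log2 difference of a list was set among the medians of 10000 random lists of the same size, drawn from the same of 20 bins of mean level. Genes within a list can vary together for reasons other than the coating, so a percentile is a description and not a test. Genes named in the text are those of Table S3, Fig. 7 and the text, the 15 largest differences in each direction among genes with a brighter array above the limit, and in each list all members at least 2-fold different and the 4 largest above the limit; the values in Table S3 and Fig. 7 had been seen before. Of the list members that this rule takes, the text gives examples and not all. Outside it, the 2-fold genes MIR32, SNORD13P2, ODAPH, SND1-IT1, GASK1B and PARGP1, the hosts of genes that lie inside others, CCL2, IL6, DDIT3, PPP1R15A and the 6 endoplasmic reticulum folding genes were chosen after their values were seen.

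Alternatives were median centring, removal of a lowess trend (span 0.2, 3 robustness iterations), quantile normalization, filters that keep sequences or genes with the brighter or with both arrays above the limit, counting only sequences with 1 symbol, and 1 value per gene as the brightest sequence or the mean. Intervals of differences come from 2000 bootstrap resamples of genes, and those of shares are exact binomial intervals, all at 95%; they describe the spread among genes on these arrays. The counting of 2-fold genes and the list percentiles were tested on simulated data with 200 changed genes among 18417: 94.0% of genes changed by 1.2 log2 and 28.0% of those changed by 0.9 passed 2-fold, and no unchanged gene did. On the arrays 2 of the 398 sensory receptor genes passed 2-fold, so the simulation gives no rate of false calls for the real data. Lists of 27 genes shifted by 0.1 log2 passed the upper bound of the middle 95% of random lists in 95 of 100 simulations; genes were simulated as independent, which real genes are not. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and figures were drawn with matplotlib 3.10.9.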

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

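The tests of a wider random spread, of endoplasmic reticulum folding genes, of 1.5-fold shares and of dim genes by their mean level below were chosen after the results they bear on had been seen; the others were set before.

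Sequences without a gene name, which the paper does not discuss, held most of the 2-fold differences: 305 were at least 2-fold higher on rLCC111 and 27 at least 2-fold lower. Of these, 237 and 22 lie in a block of 4203 sequences whose identifiers come before those of all named sequences. The annotation does not say whether this block holds control sequences of the array, so its counts cannot be read as counts of genes. The block was singled out after its values were seen. Its median difference was 0.10 for the 841 sequences with levels from 2.79 to 4.96 and 0.37 for the 840 from 4.96 to 6.55. It was 0.37 for the 841 from 6.55 to 8.38, 0.13 for the 840 from 8.38 to 11.10, and -0.03 for the 841 above 11.10. Genomic DNA on the rLCC111 array would raise silent genes as often. These did lean upwards, with 197 sensory receptor genes above 0 and 121 below 0, 10 at least 1.5-fold higher and 0 at least 1.5-fold lower. Of sensory receptor genes 0.503% were at least 2-fold higher against 2.37% of unnamed sequences at matched level, a difference of -1.87 percentage points (95% bootstrap interval -2.57 to -1.04). For 1.5-fold the shares were 2.51% against 9.02%, a difference of -6.51 (-8.16 to -4.75). These shares do not decide whether genomic DNA was the whole cause, because unnamed sequences also spread more widely. Of them 0.22% were at least 2-fold lower, against 0 sensory receptor genes. The median difference was 0.00 in sensory receptor genes, 0.21 in block sequences at or below the limit and 0.022 in other unnamed sequences there. After removal of a lowess trend 275 unnamed sequences were higher and 29 lower, a ratio of 9.48, which argues against an intensity-dependent difference between the arrays. The share of rises, 91.9% (exact binomial interval 88.4 to 94.6), argues against a random spread around 0 as the whole cause. It does not exclude a wider random spread of sequences with few probes on top of the block's upward shift. In the block 0.523% of sequences were at least 2-fold lower, against 0.082% of sequences with 1 gene symbol. A larger share of unspliced RNA on the rLCC111 array, technical or biological, may account for the rises and stays open. The 1479 named genes that lie inside a longer gene were 0.0041 log2 above level-matched genes (interval 0.0000 to 0.0149). Those inside bright hosts were 0.0258 above those inside dim hosts (0.0112 to 0.0393). Without small nucleolar RNAs, however, these values were 0.0003 (0.0000 to 0.0089) and 0.0165 (0.0000 to 0.0280), and the annotation does not place the unnamed sequences.

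Genes at least 2-fold higher that Table S3 does not list were MIRLET7A2 at a log2 difference of 1.401, SNORD13P2 at 1.34, MIR32 at 1.23, ODAPH, a gene of enamel formation like AMTN, at 1.21, SND1-IT1 at 1.19, GASK1B at 1.17 and PARGP1 at 1.02. PARGP1 was under 2-fold after lowess, at 0.99, and after quantile normalization, at 0.94. Of the 44 genes at least 2-fold higher, 8 lie inside a longer gene in GRCh38.p14: MIRLET7A2 and BLID in MIR100HG, MIR21 in VMP1, MIR32 in TMEM245, SND1-IT1 in SND1, GPR21 in RABGAP1, SNORA75 in NCL and SNORD13P2 in FOXK1. Their measured hosts differed little, with log2 differences of 0.01 in VMP1, -0.28 in TMEM245, 0.00 in SND1, 0.25 in RABGAP1, -0.08 in NCL and -0.04 in FOXK1. The share of 2-fold higher genes was 0.541% among genes inside a longer gene and 0.213% among the other genes.

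MIR32, ODAPH and SLITRK6 were 2-fold higher although both of their levels were at or below the limit of silent genes. The spread of dim signals between 2 arrays is one possible explanation, and the values do not decide it: 3 of 5304 other genes at or below the limit were 2-fold different (0.0566%, exact binomial interval 0.0117 to 0.165) and none of the sensory receptor genes, but this filter leaves out genes that rise past the limit and so decides nothing. By mean level, 10 of 5487 other genes at or below the limit were 2-fold different, all 10 of them higher (0.182%, exact binomial interval 0.0874 to 0.335), and 0 of 378 sensory receptor genes, which allows a share of up to 0.971%, while TAS2R4 and TAS2R3 passed 2-fold with mean levels above it. Of the 44 genes at least 2-fold higher, 18 were at or below the limit on BSA. Among the 16 genes at least 2-fold lower, 2 were at or below it on rLCC111.

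Genes of the amino acid response and the cell cycle, which the paper does not discuss, were lower as groups on rLCC111: of 27 genes induced by amino acid shortage or endoplasmic reticulum stress, 24 had a difference below 0, and the median of -0.42 lay below that of all 10000 random lists; CHAC1 was the only one in Table S3, and CTH, of cysteine synthesis, had a fold of 0.512, PSAT1, of serine synthesis, 0.563 and the asparagine synthetase gene ASNS 0.575. Of 29 mitosis genes 28 had a difference below 0, with a median of -0.24 below that of all random lists, CENPE at a fold of 0.731 and AURKA at 0.739. An intensity-dependent difference between the 2 arrays is argued against, since after removal of the lowess trend the medians were -0.40 and -0.21 while random lists had SDs of 0.032 and 0.031. A lower endoplasmic reticulum stress response on rLCC111 stays open: the 6 folding genes of the list, HSPA5, HSP90B1, DNAJB9, HERPUD1, SDF2L1 and XBP1, which were set apart after their values had been seen, had a median of -0.041 against -0.50 in the other 21, but XBP1 among them had a fold of 0.693, and DDIT3 and PPP1R15A, which that stress also induces, had 0.683 and 0.662. A stronger amino acid response in the BSA culture may be what differs, from the coating or from the state of the culture behind each array, and 1 array per coating leaves these open too.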

How the results depend on the processing

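The alternative without the unnamed block was chosen after seeing the data; the others were set before. A level at or below 6.61 cannot be told from that of a silent gene, and with 1 array per coating no setting replaces a replicate. No paired analysis was possible because each coating has 1 array.

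Higher sequences numbered 354 after median centring, 329 after lowess, 288 after quantile normalization and 266 with the brighter array above the limit, and lower ones 44, 47, 58 and 30. The counts were 125 and 18 with both arrays above the limit, 49 and 16 for sequences with 1 symbol, 44 and 16 per gene by the brightest sequence, 44 and 16 by the mean over sequences, and 124 and 21 without the unnamed block; fewer sequences are counted in each. Of the 2-fold sequences 89.4% were higher as deposited and 75.4% among those with 1 symbol. Of the 60 named genes at least 2-fold different, 60 remained so after median centring, 57 after lowess, 54 after quantile normalization and 60 with gene means, and none changed sign.

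Of 41 lists, 20 lay outside the middle 95% of random lists, and 16 did so in each of 6 settings. The 2.05 expected by chance holds only for independent genes and lists. Genes of a list can vary together and lists share members, so the comparison with 2.05 is not a test. The collagens came inside with the brighter (percentile 95.6) or both arrays above the limit (97.3), the YAP and TAZ targets after lowess and quantile normalization, LXR and lipid efflux with the brighter array above the limit (96.9) and the epithelial to mesenchymal transition after median centring. Of the lists inside as deposited, 8 came outside: the proteoglycans (99.98) and laminin chains (98.3) with either filter, the cytokines (99.4), matrix glycoproteins (98.8) and endothelial markers (0.890) with the brighter array above the limit, the WNT genes (98.3) and growth factors (99.2) with both arrays above it, and hyaluronan handling (97.6) after median centring. Median centring lowers every difference by the same amount, so a percentile that moves under it reflects the draw of random lists. This holds for hyaluronan handling and the epithelial to mesenchymal transition, and the counts of 16 and 8 were not adjusted for it. The filter on the brighter array keeps, and that on both arrays drops, genes that cross the limit between the arrays. The medians that moved by more than the SD of random medians follow; the cause was not tested. After median centring, the median was -0.005 for sensory receptors. After lowess, the median was 0.022 for matrix metalloproteinases, -0.013 for ADAM and ADAMTS proteases, 0.10 for matricellular and anti-adhesive proteins, 0.024 for matrix glycoproteins and fibrillins, 0.002 for proteoglycans and glypicans, 0.15 for focal adhesion and stress fibre, -0.061 for YAP and TAZ targets, 0.10 for lysosome and osteoclast-like, -0.12 for DNA replication, -0.21 for mitosis, -0.038 for ribosomal proteins, 0.052 for mitochondrial respiratory chain, 0.050 for small nucleolar RNAs, -0.021 for sensory receptors and -0.023 for growth factor receptors and ligands. After quantile normalization, the median was -0.023 for matrix metalloproteinases, -0.057 for ADAM and ADAMTS proteases, 0.013 for plasminogen activation, -0.015 for collagens, -0.014 for laminin chains, 0.024 for integrins, 0.064 for matricellular and anti-adhesive proteins, -0.028 for matrix glycoproteins and fibrillins, -0.024 for proteoglycans and glypicans, 0.029 for hyaluronan handling, -0.094 for ERK pathway output, -0.055 for cytokines and chemokines, -0.011 for interferon-stimulated genes, 0.057 for LXR and lipid efflux, 0.028 for hypoxia and glycolysis, -0.28 for replication-dependent histones, 0.011 for small nucleolar RNAs, -0.059 for sensory receptors, -0.026 for WNT ligands and receptors, -0.079 for growth factor receptors and ligands, -0.022 for endothelial cell markers, -0.075 for epithelial cell markers, -0.072 for blood cell markers and -0.073 for HEK-293 and neural markers. With the brighter array above the limit, the median was 0.28 for TIMPs, 0.029 for ADAM and ADAMTS proteases, -0.064 for plasminogen activation, 0.12 for laminin chains, 0.22 for matricellular and anti-adhesive proteins, 0.18 for proteoglycans and glypicans, -0.10 for ERK pathway output, 0.14 for cytokines and chemokines, -0.28 for replication-dependent histones, 0.053 for small nucleolar RNAs, 0.022 for sensory receptors, 0.047 for growth factor receptors and ligands, 0.15 for epithelial to mesenchymal transition, -0.18 for endothelial cell markers and 0.087 for HEK-293 and neural markers. With both arrays above the limit, the median was 0.080 for matrix metalloproteinases, 0.28 for TIMPs, -0.064 for plasminogen activation, 0.12 for laminin chains, 0.22 for matricellular and anti-adhesive proteins, 0.18 for proteoglycans and glypicans, -0.10 for ERK pathway output, -0.29 for replication-dependent histones, 0.051 for small nucleolar RNAs, 0.018 for sensory receptors, 0.062 for WNT ligands and receptors, 0.084 for growth factor receptors and ligands, 0.15 for epithelial to mesenchymal transition and -0.16 for endothelial cell markers. With the mean over a gene's sequences, the median was 0.12 for epithelial to mesenchymal transition.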

Differences from the paper's values

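The paper's count of genes at least 2-fold higher on rLCC111 is 45, against 361 sequences here, and its count of genes at least 2-fold lower is 17, against 43 sequences. Of the alternatives set before the data were examined, those that count only sequences with 1 symbol (49 and 16) or 1 value per gene, by the brightest sequence or by the mean (44 and 16), lie within 1.5 times of both counts. With both arrays above the limit of silent genes the lower count, 18, does so and the higher count, 125, does not. Median centring, lowess, quantile normalization and the filter on the brighter array leave both counts apart from the paper's.

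For MALAT1 the paper's fold is 2.341, against 1.55 on the brightest sequence of the gene; the values after lowess, after quantile normalization and with the mean over sequences lie within 1.5 times of the paper's, and that after median centring does not. For LRRFIP1 the paper's fold is 2.245, against 1.42 on the brightest of its sequences, and none of the alternatives comes within 1.5 times. For TRA2A the paper's fold is 2.025, against 0.916 on the brightest sequence; the mean over sequences, 1.36, lies within 1.5 times and the others do not. A dimmer sequence of each of these 3 genes has the paper's fold. For TOB2 the paper's fold is 2.193, against 0.928 under the accession listed, and none of the alternatives comes within 1.5 times; 3 sequences without a gene name have the paper's fold.

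The array bar for SPIN1 in Fig. 7 is at about 1.4 on the log2 scale, read by eye, against 0.052 here, and it stays apart under all alternatives run on it. The paper's listed fold of OCR1 is 1.43 on that scale, close to the bar, and the sequence without a gene name at that fold has the same value to 2 decimals. The text names OCR1 where Fig. 7 and Table S2 give SPIN1. No sequence was matched to OCR1, whose listed fold is 2.698 in the paper, or to MPP4, whose listed fold is 0.486 in the paper.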

Other observations

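Genes of DNA replication and histones were lower as groups on rLCC111. Of 29 DNA replication genes, 25 had a difference below 0, with a median of -0.16 at percentile 0.010; the origin-licensing factors CDC6 and MCM2 had folds of 0.744 and 0.806, while cyclin E1, CCNE1, had 1.29. Of 56 replication-dependent histone genes, which are transcribed in S phase, 43 had a difference below 0 and the median of -0.25 lay below that of all 10000 random lists, with H2AC13 at a log2 difference of -0.74. Of 66 ribosomal protein genes, 53 had a difference below 0, with a median of -0.07 at percentile 3.99, or -0.038 after lowess, and RPS24 at a fold of 0.771. Among 18 p53 targets, the death receptor gene FAS had a fold of 0.735 and the sulphatase gene SULF2 a log2 difference of 0.85 (median -0.08, percentile 7.73). Reference genes for PCR had a median of -0.05 at percentile 47.9, with TBP at a fold of 0.721 and HPRT1 at 0.805.

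Genes of sterol synthesis were higher as a group: 16 of 19 had a difference above 0, with a median of 0.17 at percentile 99.99, HMGCS1, an early enzyme of the pathway, at a fold of 1.39, and INSIG1 and STARD4 at log2 differences of 0.38 and 0.37. The 10 genes of LXR and lipid efflux, ABCA1 among them, had a median of 0.12 at percentile 98.7, with LPCAT3 at a fold of 1.26; the median was 0.057 after quantile normalization, and the 9 genes with the brighter array above the limit of silent genes lay at percentile 96.9, inside the middle 95% of random lists. Among 26 genes of lysosomes and osteoclasts, ATP6V0D2, GPNMB and MANBA were at least 2-fold higher and the protease gene CTSK had a log2 difference of 0.37, with a median of 0.06 at percentile 99.4, and of 0.10 after lowess. Hypoxia and glycolysis genes had a median of 0.07 at percentile 99.8, with the collagen prolyl hydroxylase gene P4HA2 at a fold of 1.54 and the carbonic anhydrase gene CA12 at 1.43; the median was 0.028 at percentile 97.99 after quantile normalization. The respiratory chain had a median of 0.02 at percentile 95.5, or 0.052 after lowess, with COX5B at a fold of 0.797. Of 142 small nucleolar RNAs, SNORA75 was 2.01-fold higher, but under 2-fold after lowess and quantile normalization, at log2 differences of 0.993 and 0.945, and SNORD41 at least 2-fold lower, SNORD53 had a fold of 1.92, and the median of 0.07 lay above that of all random lists, as did that of 0.011 after quantile normalization.

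Markers of other cell types gave no common direction. Endothelial markers had a median of 0.05 at percentile 89.2, but of -0.18 for the 6 above the limit of silent genes, with ROBO4 at a fold of 0.688 and ESAM at 0.712, and of -0.02 after quantile normalization. Epithelial markers had a median of 0.00 at percentile 47.4, with CLDN7 at a fold of 0.820, and blood cell markers 0.00 at percentile 55.2, with CD22 as the member at least 2-fold lower and CSF1R at a log2 difference of 0.26; the medians were -0.075 and -0.072 after quantile normalization. HEK-293 and neural markers had a median of 0.00 at percentile 29.7, with NEFL at a fold of 0.748 and LHX1 at 1.32. The 10 other genes of the text, with agrin, AGRN, at a fold of 1.15 and LAMA1 at a log2 difference of 0.14, had a median of 0.11 at percentile 99.7. The 398 sensory receptor genes lay at percentile 49.1.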
